# PSPC1 is a potential prognostic marker for hormone-dependent breast cancer patients and modulates RNA processing of *ESR1* and *SCFD2*

**DOI:** 10.1038/s41598-022-13601-7

**Published:** 2022-06-09

**Authors:** Toshihiko Takeiwa, Kazuhiro Ikeda, Takashi Suzuki, Wataru Sato, Kaori Iino, Yuichi Mitobe, Hidetaka Kawabata, Kuniko Horie, Satoshi Inoue

**Keywords:** Cancer, Oncology

## Abstract

Breast cancer is the most common cancer type among women worldwide. The majority of breast cancer expresses estrogen receptor (ER) and endocrine therapy is a standard treatment of ER-positive breast cancer. However, development of the therapy resistance is still a major challenge and thus new therapeutic approaches are needed. Here we show that an RNA-binding protein, PSPC1, play a crucial role in ER-positive breast cancer growth through post-transcriptional gene regulation. We showed that siRNA-mediated PSPC1 silencing suppressed the proliferation of ER-positive breast cancer cells. Strong immunoreactivity (IR) of PSPC1 was correlated with poor prognosis for ER-positive breast cancer patients. Using immunoprecipitation, RNA-immunoprecipitation (RIP) and quantitative PCR (qPCR) experiments, we showed that PSPC1 interacted with PSF and was involved in post-transcriptional regulation of PSF target genes, *ESR1* and *SCFD2*. Strong SCFD2 IR was correlated with poor prognosis for ER-positive breast cancer patients and combinations of PSPC1, PSF, and SCFD2 IRs were potent prognostic factors. Moreover, we identified *DDIAS* and *MYBL1* as SCFD2 downstream target genes using microarray analysis, and finally showed that *SCFD2* silencing suppressed tamoxifen-resistant breast tumor growth in vivo. These results indicated that PSPC1 and SCFD2 axis could be a promising target in the clinical management of the disease.

Breast cancer is the most common cancer type with the highest incidence and mortality rates among women worldwide^1,2^. The majority (70–80%) of breast cancers are hormone-dependent with expression of estrogen receptor (ER) and its target progesterone receptor (PR)^3^. Although they initially respond to endocrine therapy such as ER antagonist tamoxifen^3^, acquired endocrine therapy resistance is often occurred in hormone-dependent tumors as a risk of distant recurrence of ~ 10% during years 5–20 even among patients with small, node-negative, low-grade tumor^4^. Novel therapeutic targets are therefore required to overcome the endocrine therapy resistance.

RNA-binding proteins (RBPs) are key players in gene expression, particularly at post-transcriptional levels^5^. RBPs regulate the cellular dynamics of RNAs, such as RNA processing, localization, and decay. Recent studies demonstrated that RBPs play an important role in the development and progression of various cancers, thus suggesting that RBPs may serve as new therapeutic targets for different cancers^6–9^. We previously demonstrated that PSF, an RBP belonging to *Drosophila* behavior human splicing (DBHS) family^10^, exerts oncogenic roles in breast and prostate cancers through post-transcriptional gene regulation^11,12^. PSF contributes to RNA processing of *ESR1* and *SCFD2* in ER-positive breast cancer, which promotes the cancer progression^12^. We also showed that PSF upregulates spliceosome gene expression, which plays a role in the splicing of androgen receptor (AR) in hormone-refractory prostate cancer^11^. Recent studies reported that another DBHS family RBP PSPC1 acts as a transcriptional regulator in cancers, facilitating cancer stemness, epithelial-to-mesenchymal transition (EMT), and metastasis in breast and lung cancers and hepatocellular carcinoma (HCC)^13,14^. PSPC1-mediated post-transcriptional gene regulation in cancer, however, remains to be elucidated.

Here, we demonstrate that PSPC1 is associated with poor prognosis in ER-positive breast cancer patients and involved in the post-transcriptional regulation of *ESR1* and *SCFD2*, both were previously defined as PSF target genes by our previous study^12^. We here identified anti-apoptotic genes *DDIAS* and *MYBL1* as downstream target genes of SCFD2 in ER-positive breast cancer cells. We further defined that combinations of strong intensities for PSPC1, SCFD2, and PSF immunostaining could be potent prognostic factors for ER-positive breast cancer patients.

## Results

### PSPC1 knockdown represses ER-positive breast cancer cell proliferation

To explore the role of PSPC1 in ER-positive breast cancer cells, we examined whether PSPC1 contributes to ER-positive breast cancer cell growth using two distinct siRNAs targeting PSPC1. The siRNAs efficiently downregulated PSPC1 expression in human ER-positive breast cancer MCF-7 cells and its 4-hydroxytamoxifen (OHT)-resistant OHTR cells^15^ at the mRNA and protein levels (Fig. 1A,B,D,E), and significantly suppressed cell proliferation (Fig. 1C,F). We also demonstrated that PSPC1 silencing in MCF-7 and OHTR cells increased the percentage of cells in the G0/G1-phase and decreased the percentage of those in the S-phase (Fig. 1G,H).

**Figure 1:**
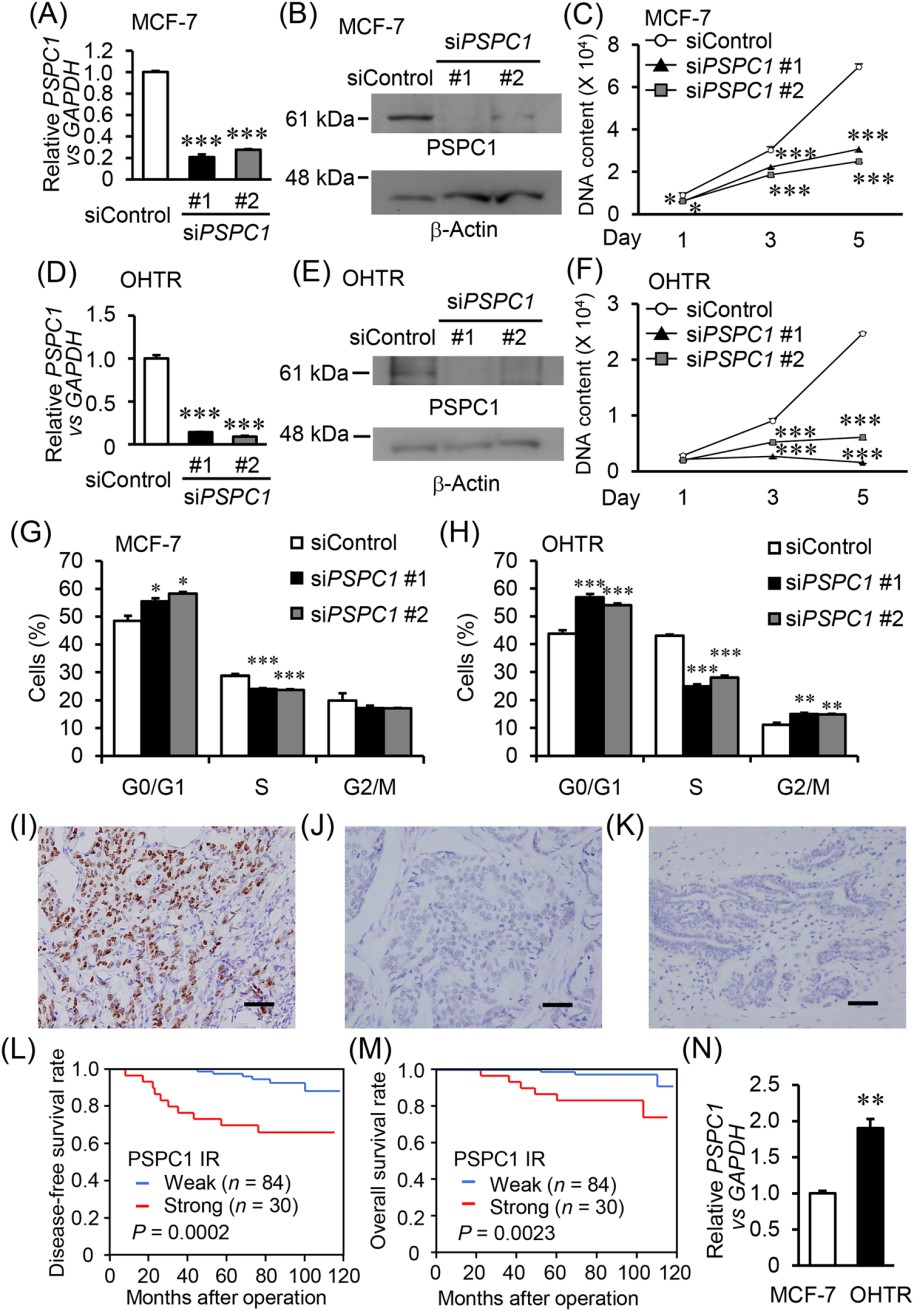
PSPC1 is associated with ER-positive breast cancer growth and poor prognosis for ER-positive breast cancer patients. (**A**,**D**) *PSPC1* mRNA levels in MCF-7 (**A**) and its 4-hydroxytamoxifen (OHT)-resistant derivative OHTR (**D**) cells transfected with control (siControl) or PSPC1-specific (si*PSPC1* #1 and #2) siRNAs (10 nM) analyzed by qRT-PCR. Relative *PSPC1* mRNA level was normalized to *GAPDH* mRNA level in each sample and presented as mean fold change ± SEM compared with siControl (*n* = 3). (**B**,**E**) PSPC1 protein levels in MCF-7 (**B**) and OHTR (**E**) cells transfected with indicated siRNAs (10 nM) analyzed by Western blotting. β-Actin was used as a loading control. Unprocessed original scans of the blots are shown in Supplementary Fig. S3. (**C**,**F**) DNA assay for MCF-7 (**C**) and OHTR (**F**) cells treated with the indicated siRNAs (10 nM). Data are presented as mean value ± SEM (*n* = 5). (**G**,**H**) Cell-cycle analysis in MCF-7 (**G**) and OHTR (**H**) cells after treatment with indicated siRNAs using flow cytometry. Percentages of cell populations in G0/G1-, S-, and G2/M-phases are shown. Data are presented as mean value ± SEM (*n* = 3). Original flow cytometry data are shown in Supplementary Fig. S4. (**I**–**K**) Representative images of ER-positive breast cancer tissue sections with strong (**I**) and weak (**J**) PSPC1 immunoreactivity (IR), and benign breast ducts (**K**). Scale bar, 50 μm. (**L**,**M**) Kaplan–Meier plots for disease-free (**L**) and overall (**M**) survivals of ER-positive breast cancer patients with weak and strong PSPC1 IR (*n* = 84 and 30, respectively). (**N**) *PSPC1* mRNA levels in MCF-7 and OHTR cells analyzed by qRT-PCR. Relative *PSPC1* mRNA level was normalized to *GAPDH* mRNA level in each sample and presented as mean fold change ± SEM (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001, two-way ANOVA performed in (**A**,**C**,**D**,**F**,**G**,**H**). **P < 0.01, Student’s *t*-test performed in (**N**).

### PSPC1 is associated with poor prognosis for ER-positive breast cancer patients

Next, to examine the clinical significance of PSPC1 in breast cancer, we performed immunohistochemical analysis of PSPC1 in 114 ER-positive breast cancer samples. PSPC1 signals were strong in 30 tumor samples, whereas weak in 84 tumor samples and normal mammary tissues (Fig. 1I–K). In correlation analysis between PSPC1 status and clinicopathological parameters, *P* values in correlation were 0.080 and 0.089 for stage and PSF IR status that we previously determined^12^, respectively (Table 1). In Kaplan–Meier survival analysis, PSPC1 strong IR was significantly correlated with shorter disease-free survival (Fig. 1L, *P* = 0.0002) and overall survival (Fig. 1M, *P* = 0.0023) of the patients. Intriguingly, univariate and multivariate analyses indicated that PSPC1 IR status is an independent prognostic factor of ER-positive breast cancer (Table 2). Notably, we observed that *PSPC1* expression was elevated in tamoxifen-resistant OHTR cells compared with parental MCF-7 cells (Fig. 1N).

**Table 1:** Association between PSPC1 status and clinicopathological parameters in 114 breast cancer.

Status	PSPC1 status		*P *value
	Weak (*n* = 84)	Strong (*n* = 30)	
Age (year)^a^	53.4 ± 10.0	51.4 ± 13.6	0.39
Body weight (kg)^a^	55.0 ± 8.9	52.3 ± 5.7	0.12
BMI^a^	21.9 ± 3.2	21.8 ± 3.7	0.85
**Stage**			
I	48	10	
II	32	18	
III	4	2	*0.080*
**Pathological T factor (pT)**			
pT1	56	16	
pT2–4	28	14	0.19
**Pathological N factor (pN)**			
pN0–1	67	20	
pN2–3	17	10	0.15
**Histological grade**			
1–2	75	24	
3	9	6	0.20
**Lymphovascular infiltration (LVI)**			
Negative	50	13	
Positive	34	17	0.34
ER labeling index (%)^a^	68.6 ± 26.1	72.9 ± 24.2	0.43
**PR status**			
Negative	12	6	
Positive	72	24	0.46
**HER2 status**			
Negative	76	25	
Positive	8	5	0.29
**PSF status**			
Weak	46	11	
Strong	38	19	*0.089*

0.05 ≤ *P* value < 0.10 was considered borderline significant, and is listed in italics.

^a^Data are presented as mean ± SD. All other values represent the number of cases.

**Table 2:** Univariate and multivariate analyses of disease-free and overall survivals in 114 ER-positive breast cancer patients.

Variable	Univariate	Multivariate	
	*P* value	*P* value	Relative risk (95% CI)
**Disease-free survival**			
PSPC1 (weak/strong)	**0.0010**^†^	**0.011**	3.9 (1.4–11.3)
pN (N0,1/N2)	**0.0021**^†^	**0.049**	2.9 (1.0–8.5)
pT (pT1/pT2–4)	**0.0077**^†^	*0.053*	3.2 (1.0–10.1)
SCFD2 (weak/strong)	**0.033**^†^	*0.083*	2.6 (0.9–7.4)
PR (negative/positive)	0.24		
HER2 status (negative/positive)	0.44		
PSF (weak/strong)	0.49		
Histological grade	0.51		
**Overall survival**			
PSPC1 (weak/strong)	**0.0079**^†^	**0.0053**	10.5 (2.0–54.5)
pN (N0,1 /N2)	**0.0093**^†^	**0.0053**	8.3 (1.9–37.1)
SCFD2 (weak/strong)	**0.021**^†^	*0.075*	4.4 (0.9–22.2)
PSF (weak/strong)	**0.035**^†^	**0.031**	10.8 (1.3–93.5)
PR (negative/positive)	0.56		
pT (pT1/pT2–4)	0.17		
HER2 status (negative/positive)	0.20		
Histological grade	0.79		

Statistical analysis was evaluated by a proportional hazard model (Cox).

*P* value < 0.05 and 0.05 ≤ *P* value < 0.10 were considered significant and borderline significant, and were listed in bold and italic, respectively.

*95% CI* 95% confidence interval.

^†^Significant (*P* < 0.05) values were examined in the multivariate analyses in this study.

### PSPC1 modulates post-transcriptional regulation of PSF target genes *ESR1* and *SCFD2*

Previous studies have shown that PSPC1 structurally interacts with PSF^16^. Consistent to these findings, we observed the interaction of these proteins in MCF-7 and OHTR breast cancer cells by immunoprecipitation assay (Fig. 2A–D). siRNA-mediated silencing experiments in these cells showed that *PSF* expression was not affected by *PSPC1* silencing, while *PSPC1* expression was elevated by *PSF* knockdown (Fig. 2E,F). To examine if PSPC1 cooperatively functions with PSF in ER-positive breast cancer cells, we next analyzed whether PSPC1 affects the post-transcriptional regulation of *ESR1* and *SCFD2,* which we previously defined as PSF downstream targets^12^. RNA-immunoprecipitation (RIP) assay indicated that *ESR1* and *SCFD2* mRNAs were specifically precipitated by immunoprecipitation of PSPC1, indicating that PSPC1 protein functionally associates with these mRNAs (Fig. 2G,H). The qRT-PCR analysis with primer sets for *ESR1* and *SCFD2* mRNAs demonstrated that PSPC1-specific siRNAs substantially repressed *ESR1* and *SCFD2* expression compared with control siRNA (Fig. 2I,K,M,O). However, qRT-PCR with another primer set for intron reveals that PSPC1-specific siRNAs increased or had no effect on intron-containing pre-mRNAs of *ESR1* and *SCFD2*, implicating a discordant effect on pre-mRNA maturation or splicing (Fig. 2J,L,N,P). We further performed siRNA-mediated double knockdown experiments for PSPC1/PSF. While PSPC1 single knockdown significantly impaired MCF-7 and OHTR cell proliferation, double knockdown of PSPC1/PSF markedly suppressed cell proliferation (Supplementary Fig. S1), suggesting possible cooperative functions of PSPC1 with PSF.

**Figure 2:**
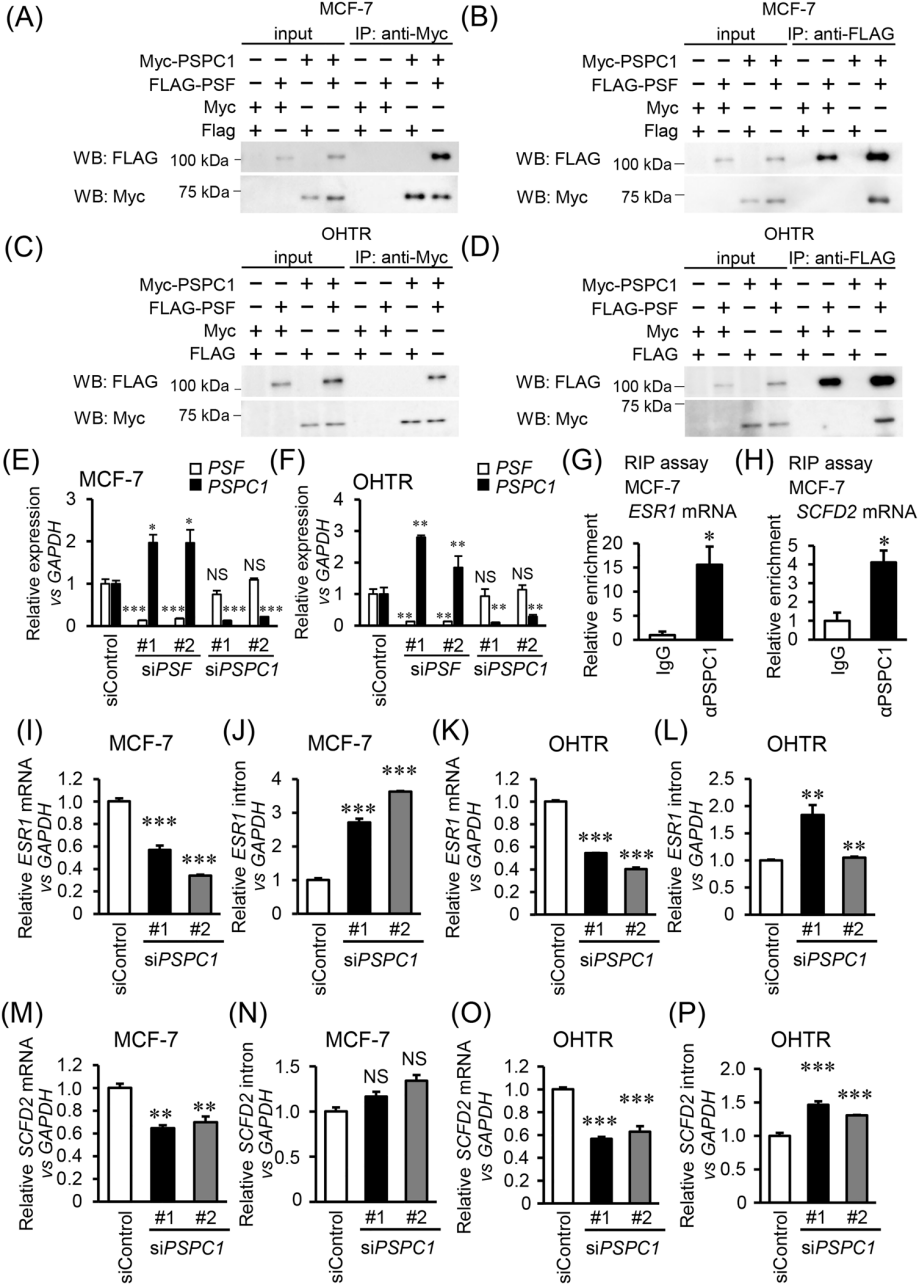
PSPC1 post-transcriptionally modulates *ESR1* and *SCFD2* expression. (**A**,**B**) MCF-7 cells were transfected with plasmids encoding indicated proteins and cell lysates were prepared 24 h after transfection. Myc-tagged PSPC1 (Myc-PSPC1) and FLAG-tagged PSF (FLAG-PSF) were immunoprecipitated with Anti-c-Myc Agarose (**A**) or ANTI-FLAG M2 Affinity Gel (**B**), respectively. Precipitated proteins were eluted with 2 × SDS sample buffer and subjected to Western blot analysis with anti-Myc and FLAG antibodies. Unprocessed original scans of the blots are shown in Supplementary Fig. S3. (**C**,**D**) The same experiments as (**A**) and (**B**) were performed using OHTR cells. Unprocessed original scans of the blots are shown in Supplementary Fig. S3. (**E**,**F**) *PSF* and *PSPC1* mRNA levels in MCF-7 (**E**) and OHTR (**F**) cells transfected with siRNAs for *PSF* and *PSPC1* for 48 h were analyzed by qRT-PCR. Relative *PSF* and *PSPC1* mRNA levels were normalized to *GAPDH* mRNA level in each sample and presented as mean fold change ± SEM (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001; *NS* not significant, two-way ANOVA. (**G**,**H**) Interaction of PSPC1 with *ESR1* (**G**) and *SCFD2* (**H**) mRNAs in MCF-7 cells. RNA-immunoprecipitation (RIP) assay was performed using anti-PSPC1 antibody or normal mouse IgG. *ESR1* and *SCFD2* mRNA levels were analyzed by qRT-PCR. Each mRNA level was normalized to *GAPDH* mRNA level in each sample. The fold enrichment relative to IgG was shown as mean and SEM (*n* = 3). *P < 0.05, Student’s *t*-test. (**I**–**P**), Effects of PSPC1 knockdown on *ESR1* mRNA (**I**,**K**) and intron (**J**,**L**) or *SCFD2* mRNA (**M**,**O**) and intron (**N**,**P**) levels in MCF-7 and OHTR cells analyzed by qRT-PCR. Relative expression levels of these RNAs were normalized to *GAPDH* mRNA level in each sample and presented as mean fold change ± SEM compared with siControl (*n* = 3). **P < 0.01; ***P < 0.001; *NS* not significant, two-way ANOVA.

### SCFD2 is associated with poor prognosis for ER-positive breast cancer patients

We demonstrated that *SCFD2* mRNA levels were associated with poor prognosis for ER-positive breast cancer patients using Kaplan–Meier plotter database in the previous study^12^. Immunohistochemical analysis was performed to reveal the role of SCFD2 protein in clinical samples, and SCFD2 IR was strong in 45 cases whereas weak in 69 cases among the present 114 cases (Fig. 3A,B). Normal mammary tissues showed weak or negligible SCFD2 IR (Fig. 3C). SCFD2 status was positively correlated with histological grade, PSF status, and HER2 status, and had a tendency of correlation (*P* < 0.1) with LVI and PSPC1 IR status (Table 3). In Kaplan–Meier survival analysis, strong SCFD2 IR was significantly associated with shorter disease-free survival (*P* = 0.0253) and overall survival (*P* = 0.008) of ER-positive breast cancer patients (Fig. 3D,E) Based on univariate and multivariate analyses, SCFD2 IR had a tendency to be an independent prognostic factor for disease-free and overall survivals in these patients (Table 2).

**Figure 3:**
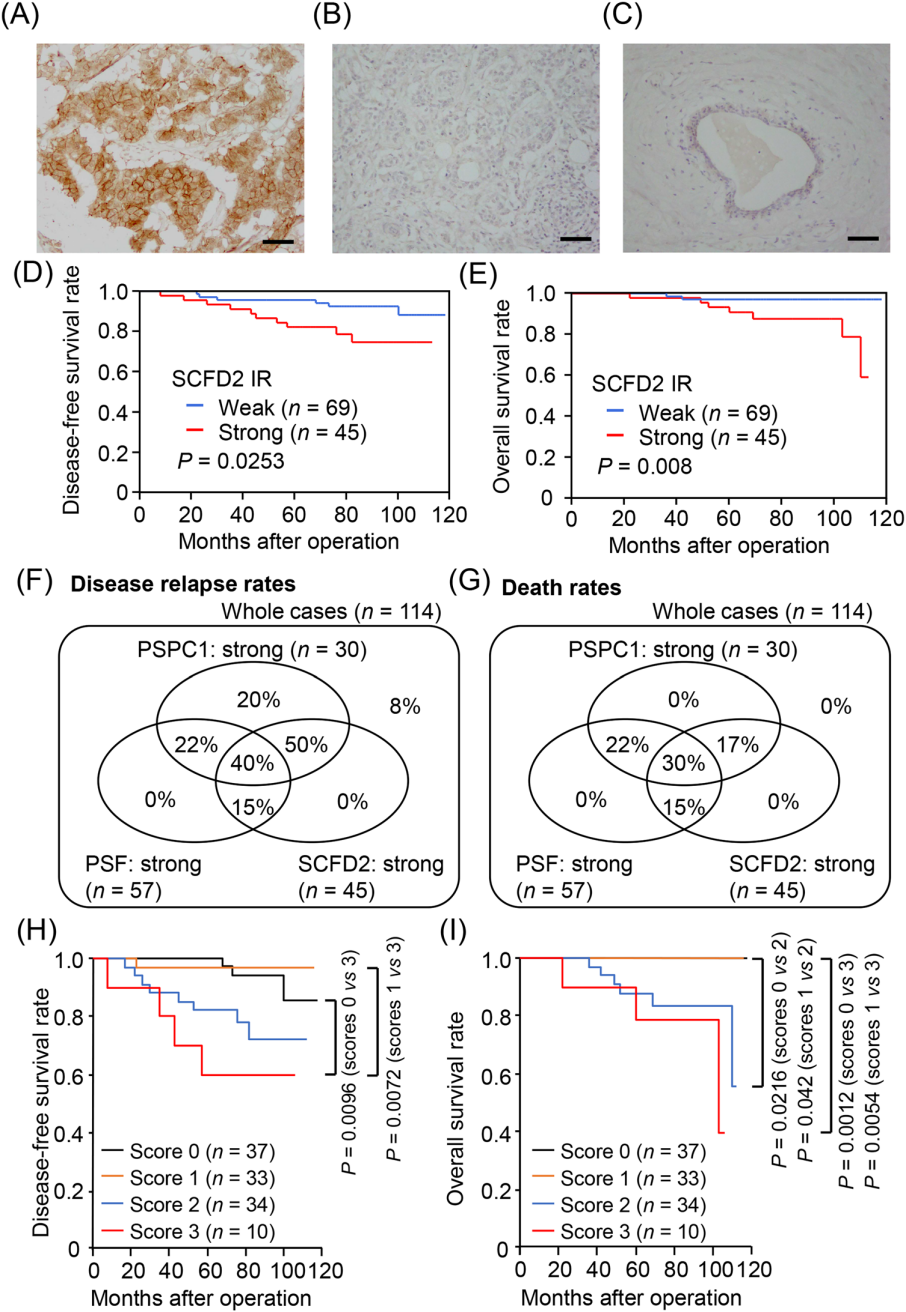
SCFD2 is a potential prognostic factor of ER-positive breast cancer patients and combinations of PSPC1/PSF/SCFD2 IRs are potently associated with poor prognosis in ER-positive breast cancer patients. (**A**–**C**) Representative images of ER-breast tumor sections with strong (**A**) and weak (**B**) SCFD2 IR and benign breast duct (**C**). Scale bar, 50 μm. (**D**,**E**) Kaplan–Meier plots for disease-free (**D**) and overall (**E**) survivals of ER-positive breast cancer patients with weak and strong SCFD2 IR (*n* = 69 and 45, respectively). (**F**,**G**) Disease relapse rates (**F**) and death rates (G) among ER-positive breast cancer patients categorized by PSPC1/PSF/SCFD2 IR status. (**H**,**I**) Kaplan–Meier plots for disease-free (**H**) and overall (**I**) survivals of ER-positive breast cancer patients categorized by PSPC1/PSF/SCFD2 IR scores. Score 0: weak IR for all three proteins, score 1: strong IR for any single protein of PSPC1/PSF/SCFD2, score 2: strong IR for any two proteins of PSPC1/PSF/SCFD2, and score 3: strong IR for all three proteins. For multiple comparisons, significance is assessed at *P* < 0.05 following Bonferroni correction.

**Table 3:** Association between SCFD2 status and clinicopathological parameters in 114 breast cancer.

Status	SCFD2 status		*P *value
	Weak (*n* = 69)	Strong (*n* = 45)	
Age (year)^a^	51.8 ± 10.4	54.5 ± 11.9	0.20
Body weight (kg)^a^	55.0 ± 7.9	53.3 ± 8.8	0.28
BMI^a^	21.9 ± 3.6	21.9 ± 2.9	0.94
**Stage**			
I	37	21	
II	30	20	
III	2	4	0.35
**Pathological T factor (pT)**			
pT1	42	30	
pT2–4	27	15	0.53
**Pathological N factor (pN)**			
pN0–1	55	32	
pN2–3	14	13	0.29
**Histological grade**			
1–2	64	35	
3	5	10	**0.021**
**Lymphovascular infiltration (LVI)**			
Negative	43	20	
Positive	26	25	*0.061*
ER labeling index (%)^a^	68.7 ± 25.4	71.3 ± 26.1	0.59
**PR status**			
Negative	10	8	
Positive	59	37	0.64
**HER2 status**			
Negative	65	36	
Positive	4	9	**0.021**
**PSF status**			
Weak	42	15	
Strong	27	30	**0.0041**
**PSPC1 status**			
Weak	55	29	
Strong	14	16	*0.070*

*P* value < 0.05 and 0.05 ≤ *P* value < 0.10 were considered significant and borderline significant, and were listed in bold and italic, respectively.

^a^Data are presented as mean ± SD. All other values represent the number of cases.

### Combinations of PSPC1, PSF, and SCFD2 IRs are potent prognostic factors for ER-positive breast cancer

As PSPC1, PSF and SCFD2 IRs were shown to be potential prognostic factors for ER-positive breast cancer patients^12^, we further examined whether combinations of IRs of these proteins could efficiently predict the prognosis of ER-positive breast cancer patients. Among the 114 patients, those with strong IR of any two proteins tended to have higher rates of disease relapse and death compared with those with strong IR of any single protein alone (Fig. 3F,G). In particular, the disease relapse event was not observed among patients with strong PSF or SCFD2 IR alone, while it occurred in 15% of those with strong IR of PSF/SCFD2 (Fig. 3F). While the rate of disease relapse was 20% in patients with strong PSPC1 IR alone, it was much higher as 50% in those with strong IR of PSPC1/SCFD2 (Fig. 3F). It is notable that no death was observed in patients with strong IR of any single protein alone (Fig. 3G). The death rate was increased in patients with strong IR of PSPC1/PSF, PSPC1/SCFD2, and PSF/SCFD2 (22%, 17%, and 15%, respectively), and was 30% in those with strong IR of all three proteins (Fig. 3G). In Kaplan–Meier survival analysis, patients with tumors exhibiting score 2 IR of any two proteins were associated with shorter overall survival compared to those with tumors exhibiting score 0 IR of all proteins or score 1 IR of any single protein (*P* = 0.0216 or 0.042, respectively, corrected by Bonferroni method). Moreover, combinations of score 3 IR of all three proteins were significantly correlated with shorter disease-free survival compared to the score 0 or 1 IR (*P* = 0.0096 or 0.0072, respectively, corrected by Bonferroni method), and with overall survival compared to the score 0 or 1 IR (*P* = 0.0012 or 0.0054, respectively, corrected by Bonferroni method) (Fig. 3H,I). These results indicate that double or triple strong IRs of PSPC1/PSF/SCFD2 could be potent prognostic factors for ER-positive breast cancer patients.

### High expression of SCFD2 downstream target genes *DDIAS *and *MYBL1* is associated with poor prognosis in ER-positive breast cancer patients

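Both siRNAs against *SCFD2* lowered the *SCFD2* signal itself. On the log2 scale it was 9.86 with siControl, 6.86 with siSCFD2 #A and 8.15 with siSCFD2 #B, so that the siControl level was 8.01 times that with #A and 3.28 times that with #B. Its mean difference from siControl over both siRNAs, -2.36, was the lowest of 17687 genes. *GAPDH*, the reference gene of the qRT-PCR assays, differed from siControl by 0.24 with #A and by 0.32 with #B. Over 11 measured housekeeping genes the median of the mean difference was 0.14. The largest mean differences among them, in either direction, were those of *ACTB* and *TBP*. *ACTB* was at 0.53 with #A and 1.19 with #B, and *TBP* at -0.91 and -0.28.

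The cells were MCF-7, an ER-positive human breast cancer line, and RNA was taken 48 h after transfection according to the sample labels. There were 3 one-colour Affymetrix whole-transcript arrays, 1 each for siControl, siSCFD2 #A and siSCFD2 #B. The labels name the siRNAs #A and #B while the paper numbers them #1 and #2, and which is which was not stated, so they are kept as #A and #B. The methods name the GeneChip Human Gene 1.0 ST Array, whereas the identifiers of the probe sets are those of a later Affymetrix whole-transcript design. The values used are the authors' deposited log2 signals of 24351 probe sets, whose background correction and normalization are not given in the sources used here. The medians of the siControl, #A and #B arrays were 6.96, 6.95 and 6.96. Of the probe sets, 17709 have exactly 1 gene symbol, none has several and 6642 have none in the table used here. Where a gene had several probe sets, the one with the highest mean was taken. The value was identical on the 3 arrays for 1750 genes, 9.9% of them, with a median level of 4.81, so differences of dim genes are poorly resolved. Spiked-in hybridization controls were brighter on both siSCFD2 arrays than on the siControl array, with the *bioB* control higher by 0.53 with #A and by 0.23 with #B.

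With 1 array per condition there are no replicates and no replicate test. For each gene the log2 difference of each siSCFD2 array from the siControl array was taken, and a gene was counted as lower or higher with both siRNAs when it differed at least 1.5-fold in the same direction on both. Gene lists were described by their median difference, set beside the medians of 10000 random lists of the same size matched on mean expression, which describes these arrays and not the conditions.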

To elucidate SCFD2-dependent signaling in ER-positive breast cancer, we further performed transcriptomic analysis in MCF-7 cells with or without SCFD2 knockdown. 

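With SCFD2 knockdown, 287 of 17687 genes were at least 1.5-fold lower than in siControl cells with both siRNAs. After *SCFD2* itself, the lowest mean differences were those of *BASP1*, at -2.85 with #A and -1.84 with #B, and *NEK7*, a kinase of the NIMA-related family, at -2.83 and -1.84. *EMC8*, a subunit of the endoplasmic reticulum membrane protein complex, was at -1.23 with #A and -2.87 with #B. *MATCAP2* was at -1.95 and -1.98, and *ZHX1*, which encodes a zinc finger and homeobox protein, at -1.41 and -2.19. *TMEM38B*, an ion channel of the endoplasmic reticulum, was at -1.35 and -2.03. *ANP32E*, a histone chaperone, was at -0.66 with #A and -2.71 with #B. The other genes among the 10 lowest were *CDC25A*, a phosphatase that activates cyclin-dependent kinases, and *DDIAS*.

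The genes were ranked by the mean of both log2 differences, since the way the 150 genes were ranked was not found in the text or supplement. Of the 150 lowest, 103 were at least 1.5-fold lower with both siRNAs, and 5 were above the siControl level with #B. The last of the 150 had a mean difference of -0.96.

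When limma was run with the siRNAs as 2 samples of 1 group against the single siControl array, no gene was lower or higher at an adjusted p under 0.05, while 931 genes were lower and 1099 higher at an unadjusted p under 0.05. Both differences use the same siControl array, and simulated arrays that differed only by noise as large as the gap between #A and #B gave on average 440.8 genes lower with both siRNAs. That gap also holds whatever differs between the siRNAs, so it overstates the noise, and the simulation does not tell how many of the 287 genes are noise.

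**Figure D1:**
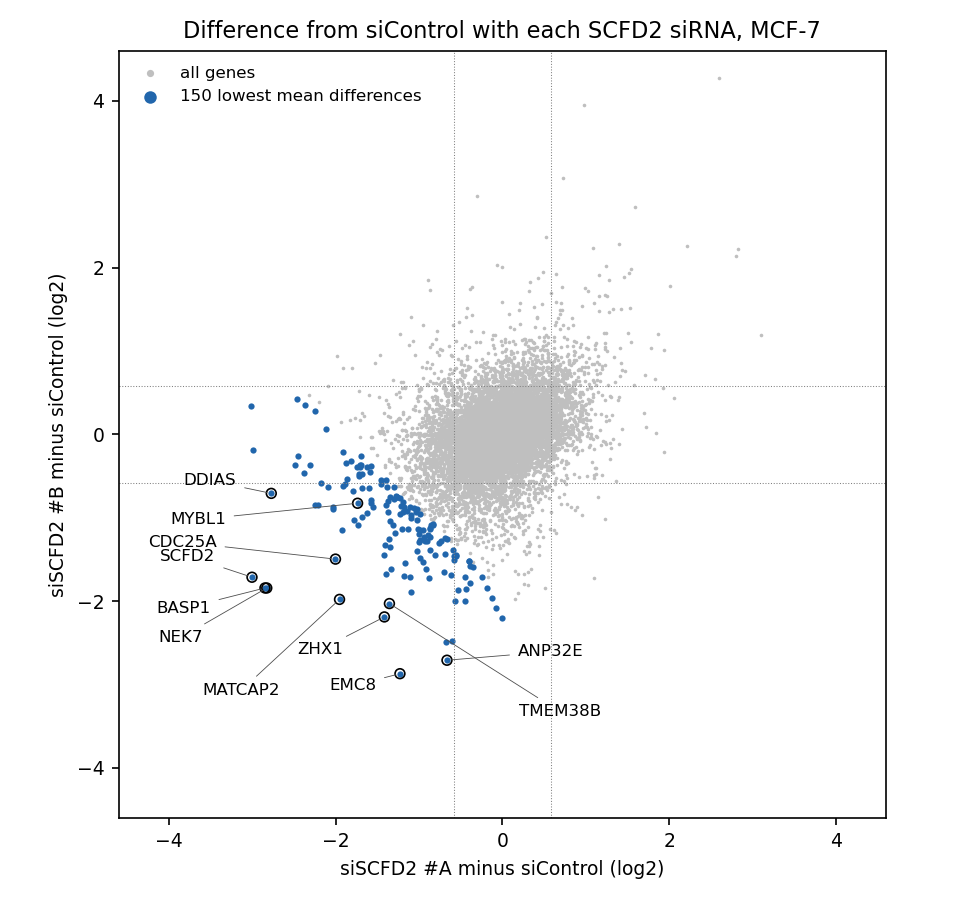
Log2 difference from siControl with siSCFD2 #A (horizontal) and with siSCFD2 #B (vertical) for each of 17687 genes, 1 array per condition. Blue points are the 150 genes with the lowest mean difference, circles mark the 10 lowest named by the rule and *MYBL1*, and dotted lines mark a 1.5-fold difference. *NEK7* and *BASP1* lie close to *SCFD2*, and *EMC8* and *ANP32E* lie lower with #B than with #A.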

We picked up 150 genes most significantly repressed by SCFD2 siRNA versus control siRNA and further analyzed enriched pathways among the genes based on gene ontology (GO) terms using AmiGO2 database. 

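Genes of the S phase and of the G2/M phase were lower with both siRNAs as groups. The 41 measured S phase genes had a median log2 difference of -0.51 with #A and -0.33 with #B, and 39 of them had a mean below 0. Of these, 7 were at least 1.5-fold lower with both siRNAs and none was higher. They included *CCNE2*, which encodes cyclin E2, at -0.86 with #A and -1.23 with #B, the primase subunit *PRIM1* at -0.95 and -1.15, and *WDR76* at -0.99 and -1.48. Of the 52 measured G2/M genes, with medians of -0.26 and -0.49, 5 were lower with both siRNAs and none was higher. Among these were *LBR*, the lamin B receptor, at -1.01 and -1.14, *CDC25C* at -0.80 and -0.91, and *MKI67*, the Ki-67 proliferation marker, at -0.59 and -1.02. Genes of homologous recombination and DNA repair had medians of -0.46 with #A and -0.28 with #B over 26 measured genes, of which 2 were lower with both siRNAs, *DDIAS* and *NABP1*, and none was higher.

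The medians of the mean difference, -0.47 for S phase, -0.38 for G2/M and -0.42 for homologous recombination and DNA repair, were lower than those of all 10000 matched random lists. The 150 lowest genes held 6 S phase genes, against a mean of 0.62 in the random lists, and 3 G2/M genes, against 0.71. Of 10000 random lists, 2 held as many genes as the S phase list and 317 as many as the G2/M list. Of these lists, 4 S phase genes, 1 G2/M gene and 3 DNA repair genes also stand in Supplementary Table S1, whose genes were picked on these arrays. Without them the medians were -0.44, -0.38 and -0.39, each lower than in all random lists, and 3 S phase, 5 G2/M and 0 DNA repair genes were lower with both siRNAs. Among 11 anti-apoptotic genes the median was -0.04, with 3910 random lists as low, the mean was -0.27 and 9 genes were below 0, with *DDIAS* alone lower with both siRNAs. *DDIAS*, with a mean difference of -1.74, also stands in Table S1 and weighs on that mean. The median was -0.07 after quantile or cyclic loess normalization. Over the genes at or above the 75th percentile of level it was -0.44, with 333 random lists as low. Among 20 pro-apoptotic genes the median was 0.03, with 1241 random lists as high, and with #B alone 0.11, with 167 as high. For these genes it was 0.1 after quantile normalization, 0.07 after cyclic loess and 0.03 with either filter on level. With both siRNAs 1 of them was lower, *TNFRSF10A*, a TRAIL receptor, at -1.60 and -0.64, and 2 were higher, *BCL2L11*, which encodes BIM, at 1.13 and 1.10, and *BIK* at 0.77 and 0.73.

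The enrichment test itself was not repeated, as no gene ontology table was used here. Each median is a difference from the same single siControl array.

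**Figure D2:**
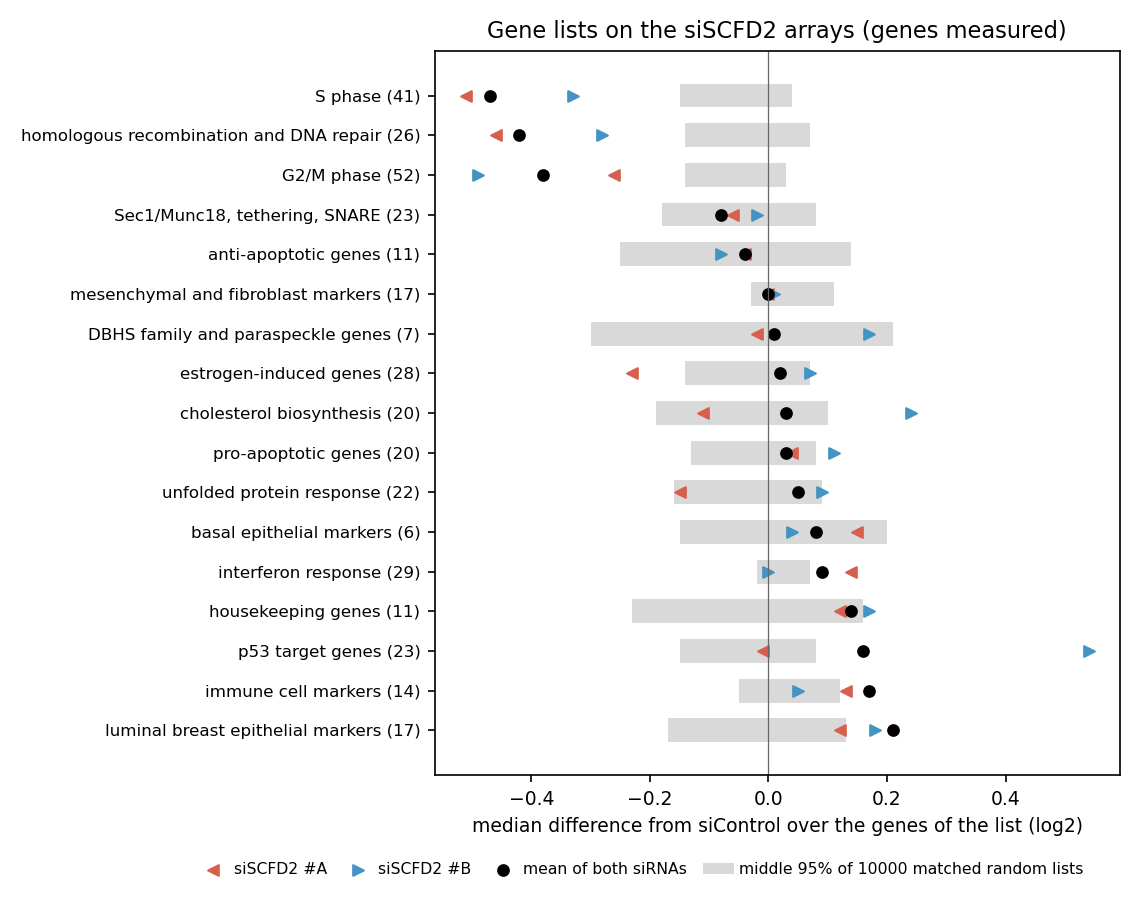
Median log2 difference from siControl over the genes of each list, with the number of genes measured in parentheses. Red triangles are siSCFD2 #A, blue triangles siSCFD2 #B, black circles the median of the mean of both, and grey bars the middle 95% of the medians of 10000 matched random lists for that mean. The S phase, G2/M and DNA repair lists lie below the bars with both siRNAs.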

“Cell cycle process” was most significantly associated with the genes (Supplementary Table S1 and Supplementary Fig. S2). Among cell cycle process-related genes, we found that *DDIAS* and *MYBL1* were particularly overexpressed in invasive ductal breast carcinoma (IDC) or invasive lobular breast carcinoma (ILC) samples than normal breast tissues in TCGA breast cancer dataset retrieved from the Oncomine™ Platform (Fig. 4A,B). Online Kaplan–Meier plotter (http://kmplot.com/) showed that high expression of *DDIAS* and *MYBL1* mRNAs in tumors was significantly associated with shorter relapse-free survival in ER-positive breast cancer patients (Fig. 4C,D). We found that both *DDIAS* and *MYBL1* were substantially downregulated in MCF-7 and OHTR cells treated with SCFD2 siRNAs (Fig. 4E–J). *DDIAS* and *MYBL1* expression levels were higher in OHTR cells compared to MCF-7 cells (Fig. 4K,L).

**Figure 4:**
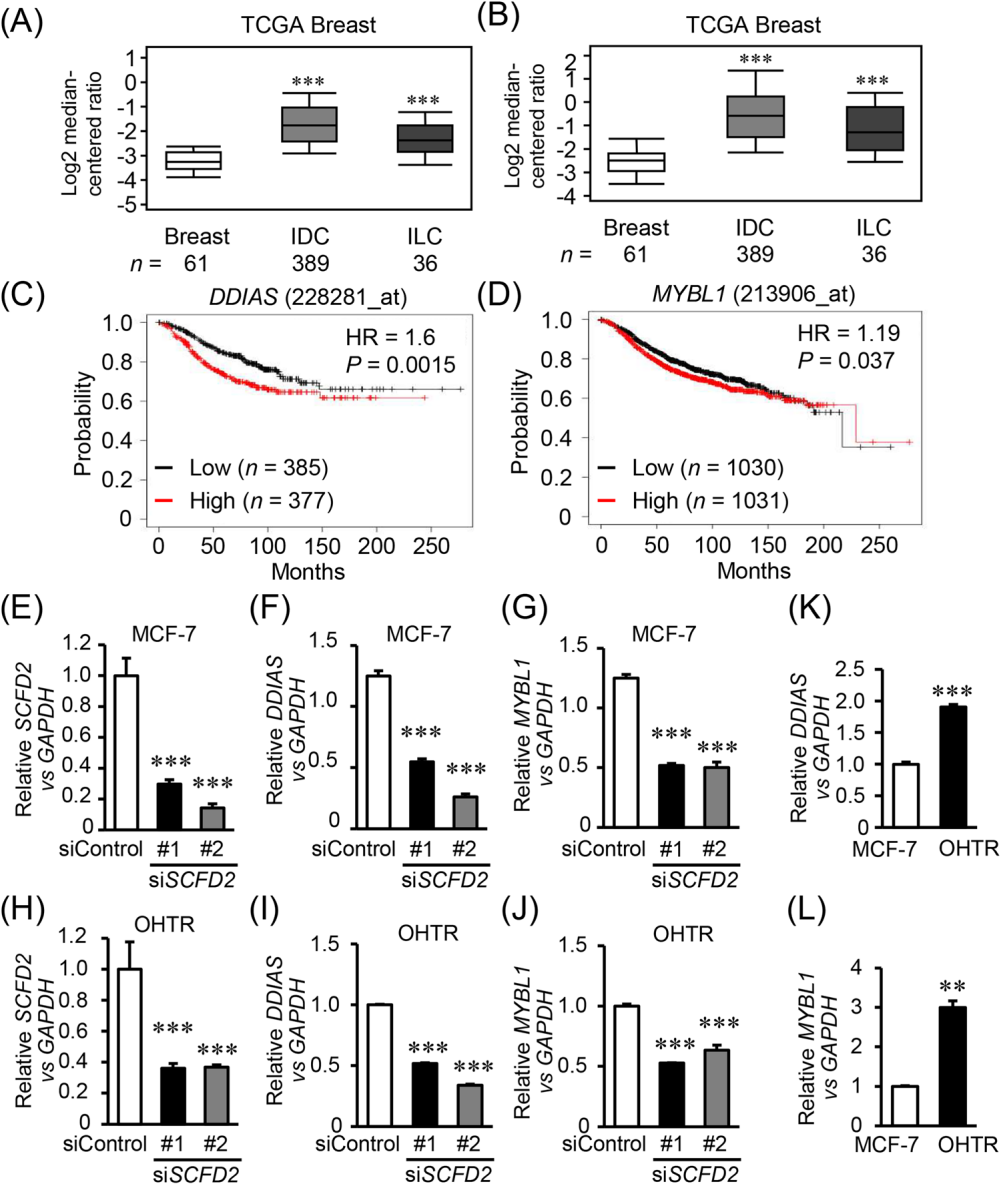
*DDIAS* and *MYBL1* are *SCFD2* downstream target genes and associated with worse prognosis in ER-positive breast cancer. (**A**,**B**) *DDIAS* (**A**) and *MYBL1* (**B**) mRNA expression in normal breast tissues (Breast), invasive ductal breast carcinoma (IDC), and invasive lobular breast carcinoma (ILC) based on TCGA breast cancer dataset retrieved from the Oncomine™ Platform (www.oncomine.org). (**C**,**D**) Relapse-free survival of ER-positive breast cancer patients with high or low mRNA expression of *DDIAS* (**C**) or *MYBL1* (**D**) analyzed by online Kaplan–Meier plotter (http://kmplot.com/). (**E**–**J**) *SCFD2* (**E**,**H**), *DDIAS* (**F**,**I**), and *MYBL1* (**G**,**J**) mRNA levels in MCF-7 and OHTR cells transfected with control (siControl) or SCFD2-specific (si*SCFD2* #1 and #2) siRNAs (10 nM) were analyzed by qRT-PCR. Relative expression levels of these mRNAs were normalized to *GAPDH* mRNA level in each sample and presented as mean fold ± SEM compared with siControl (*n* = 3). (**K**,**L**) Relative expression levels of *DDIAS* (**K**) and *MYBL1* (**L**) mRNAs in MCF-7 and OHTR cells were normalized to *GAPDH* mRNA level in each sample and presented as mean fold ± SEM compared with siControl (*n* = 3). **P < 0.01; ***P < 0.001, two-way ANOVA performed in Fig. 5E–J. **P < 0.01; ***P < 0.001, Student’s *t*-test performed in Fig. 5K,L .

### SCFD2 silencing suppresses in vivo tumor growth of tamoxifen-resistant breast cancer cells

Finally, we examined the role of SCFD2 in in vivo tumor growth of tamoxifen-resistant breast cancer cells. To this end, OHTR cells were xenografted to female athymic mice and an siRNA against SCFD2 was administrated into generated tumors. As a result, si*SCFD2* #1 suppressed OHTR tumor growth (Fig. 5A,B). *SCFD2* was efficiently downregulated by si*SCFD2* #1 (Fig. 5C). Moreover, *DDIAS* and *MYBL1* mRNA expression was downregulated by administration of si*SCFD2* #1 (Fig. 5D,E). These results support the findings of our in vitro experiments and indicated the significance of SCFD2 in vivo.

**Figure 5:**
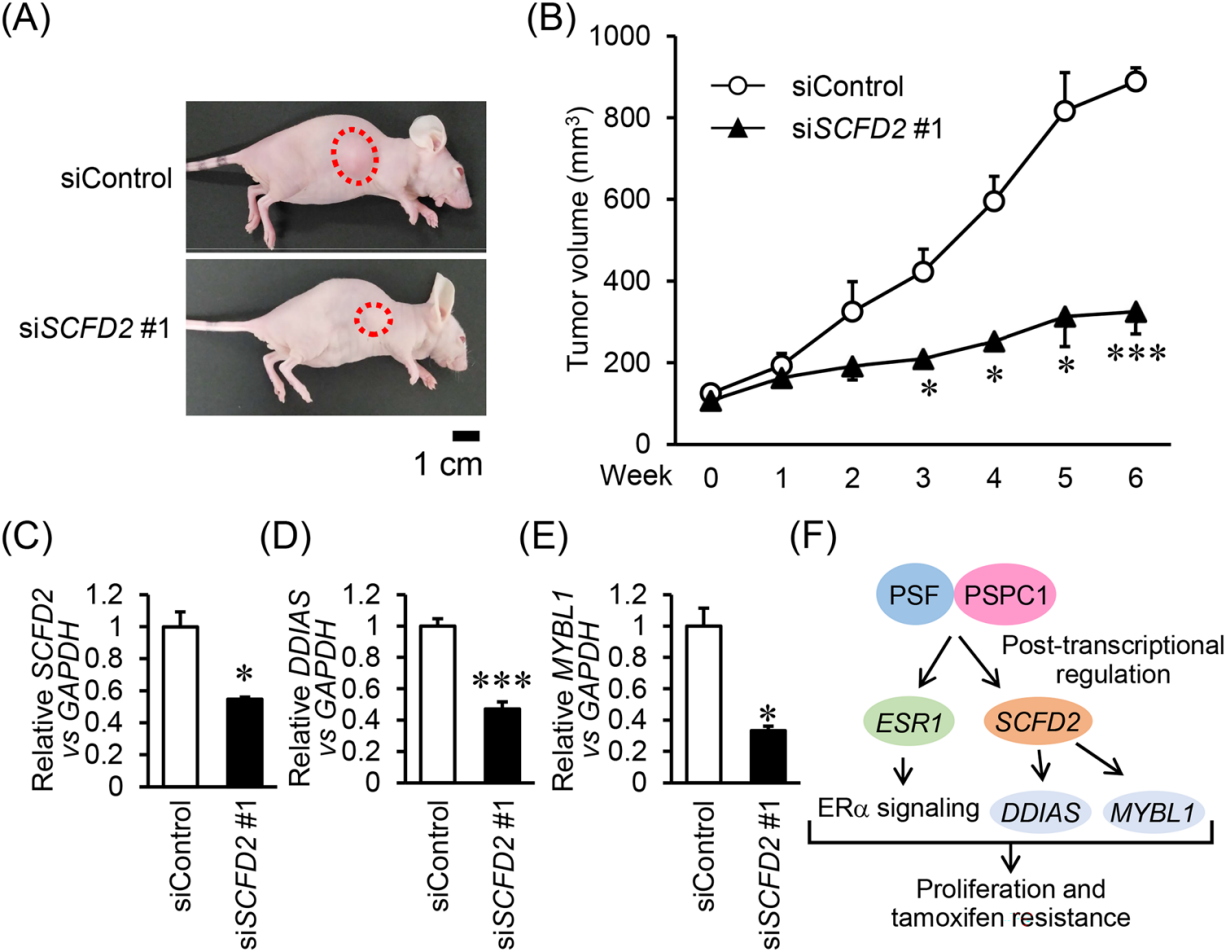
SCFD2-targeted siRNA suppresses in vivo tumor growth of tamoxifen-resistant breast cancer cells. (**A**) Representative images of xenografted mice at the day of sacrifice. (**B**) Effect of si*SCFD2* #1 on growth of OHTR-derived xenograft tumors in athymic mice. Indicated siRNAs were intratumorally injected into xenografted mice twice a week. Tumor volumes are presented as mean ± SEM (*n* = 4). (**C**–**E**) Expression of *SCFD2* (**C**), *DDIAS* (**D**), and *MYBL1* (**E**) mRNAs in OHTR-derived tumors. Relative expression levels of these mRNAs were normalized to *GAPDH* mRNA level in each sample and presented as mean fold ± SEM compared with siControl (*n* = 4). *P < 0.05; ***P < 0.001, Student’s *t*-test. (**F**) Schematic image for a potential role of PSPC1/PSF/SCFD2 axis in ER-positive breast cancer.

## Discussion

In the present study, we showed that PSPC1 post-transcriptionally regulates *ESR1* and *SCFD2* and potentially contributes to the proliferation of ER-positive breast cancer cells. PSPC1 interacted with PSF and transcripts of *ESR1* and *SCFD2* genes in MCF-7 and OHTR cells. Moreover, PSPC1 silencing caused a decrease in amount of *ESR1* and *SCFD2* mRNAs but not in those of intron region, suggesting that PSPC1 positively affects splicing process of intron-containing mRNA precursors. We have previously reported that siRNA-mediated suppression of PSF increases or has no effect on intron levels in *ESR1* and *SCFD2* genes^12,17^. In addition, the double silencing of PSPC1 and PSF potently suppressed the growth of MCF-7 and OHTR cells than single silencing of PSPC1. Thus, PSPC1 and PSF will cooperatively increase the expression levels of their target genes through post-transcriptional regulation.

We previously reported that *SCFD2* is a PSF target and promotes the proliferation and tamoxifen resistance of ER-positive breast cancer cells^12^. In the present study, we revealed that strong SCFD2 IR was a potential prognostic marker for ER-positive breast cancer patients, and the combinations of strong intensities of PSPC1, PSF, and SCFD2 IRs were more potently associated with poor prognosis in these patients.

Notably, we further showed *DDIAS* and *MYBL1* as downstream target genes of SCFD2 in ER-positive breast cancers based on transcriptomic analysis. 

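On the arrays of MCF-7 cells, *DDIAS* and *MYBL1* were lower with both siRNAs against *SCFD2*, and more so with siSCFD2 #A, which also left less *SCFD2* mRNA. With 2 single arrays, this order does not show a dependence on the amount of *SCFD2*. Of the 24 cell cycle process genes of Table S1, 16 were lower with #A than with #B and 8 the reverse. For 52 G2/M genes these counts were 17 and 34. *DDIAS* had a log2 signal of 10.27 with siControl, 7.50 with #A and 9.56 with #B. The siControl level was thus 6.83 times that with #A and 1.63 times that with #B, and the mean log2 difference, -1.74, ranked 8 among 17687 genes. *MYBL1*, a transcription factor of the MYB family, had a log2 signal of 9.34 with siControl, 7.61 with #A and 8.51 with #B. Its siControl level was 3.33 times that with #A and 1.77 times that with #B, and its mean difference of -1.28 ranked 41. Its relatives differed less, with *MYB* at 0.45 with #A and 0.03 with #B and *MYBL2* at 0.02 and 0.00. Among other genes of the apoptosis and DNA damage pathways named in the text, *CASP8* was at -0.03 with both siRNAs, *STAT3* at -0.28 and -0.35, and *TNFSF10*, which encodes TRAIL, at 0.38 and 0.48 from a low siControl signal of 3.46. These are mRNA levels, which do not measure the caspase-8 stability or the STAT3 signalling that the paper refers to. Of genes that the paper links to *MYBL1* in other cells, *MYC* was at -0.13 with #A and 0.68 with #B. *TWIST1* was at 0.23 with both siRNAs, from a siControl signal of 6.37, below the median level.

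There is 1 array per condition, so these differences have no replicate check. With limma and both siRNAs taken as 2 samples of 1 group, *DDIAS* had an adjusted p of 0.93 and *MYBL1* of 0.869, but *SCFD2* itself had 0.76, so with 1 residual degree of freedom these values do not speak against either gene.

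The paper took both genes from the cell cycle process genes among those most repressed by SCFD2 knockdown. It found them higher in breast carcinoma than in normal breast (Fig. 4A,B), linked to shorter relapse-free survival (Fig. 4C,D) and lower by qRT-PCR after SCFD2 knockdown in MCF-7 and OHTR cells (Fig. 4E–J). Both mRNAs were also higher in OHTR than in MCF-7 cells (Fig. 4K,L), and lower in OHTR xenograft tumours injected with an siRNA against *SCFD2*. Unlike the arrays, these qRT-PCR assays had replicates. The paper states that *DDIAS* and *MYBL1* are downstream target genes of SCFD2.

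**Figure D3:**
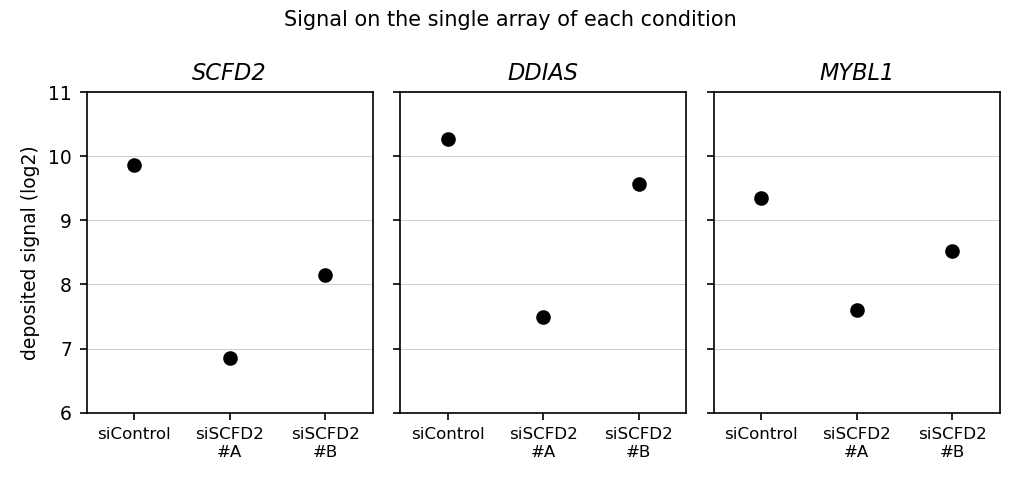
Deposited log2 signal (vertical) of *SCFD2*, *DDIAS* and *MYBL1* on the siControl, siSCFD2 #A and siSCFD2 #B arrays, 1 point per array and no replicates. The vertical axis starts at 6. For each of these genes the siControl array is the highest and the siSCFD2 #A array the lowest.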

DDIAS is an anti-apoptotic factor that suppresses cell death caused by various DNA-damaging stresses such as cisplatin treatment and UV irradiation^18–20^. Recently, it was demonstrated that DDIAS inhibits the death-inducing signaling complex (DISC) formation and promotes destabilization of caspase-8, thus suppressing TRAIL-mediated apoptosis^21^. DDIAS is also involved in homologous recombination DNA repair and IL-6/STAT3 signaling activation, which may contribute to cancer progression^22,23^. Immunohistochemical analyses showed that DDIAS expression was associated with shorter survival of breast cancer and non-small-cell lung cancer patients^24,25^. DDIAS regulates cell cycle progression in a context-dependent manner, as it promotes G1 to S phase transition in HCC cells^20^ whereas hardly affects cell cycle progression in osteosarcoma U2OS-SCR cells^22^. Interestingly, there is a report that PSPC1 knockdown increased apoptosis in HeLa cells treated with DNA-damaging agent methyl methanesulfonate^26^. Considering that DDIAS expression is induced by DNA damage response in cancer^19^, PSPC1 and SCFD2 may contribute to the suppression of apoptosis partly dependent on DDIAS.

MYBL1 is a MYB family transcription factor and its gene amplification and rearrangements were observed in some cancers^27–31^. *MYBL1* high expression was shown to be associated with shorter survival of HCC and those with ER-positive breast cancer^32,33^. In HCC, MYBL1 is shown to promote cancer cell proliferation by activating *TWIST1* transcription^32^. It was also suggested that MYBL1 rescues murine B-cell lymphoma cells form the growth arrest and apoptosis induced by anti-immunoglobulin M (IgM) antibody through maintaining *c-Myc* expression^34^. Further study on the function of DDIAS and MYBL1 will be useful to elucidate the role and mechanism of SCFD2 in ER-positive breast cancer progression.

Finally, we demonstrated that siRNA-mediated *SCFD2* silencing suppressed in vivo tumor growth of tamoxifen-resistant breast cancer cells, suggesting that SCFD2 can be a promising therapeutic target of tamoxifen-resistant breast cancer.

In conclusion, the present results suggest that PSPC1 would facilitates hormone-dependent breast cancer proliferation by exhibiting RNA processing of *ESR1* and *SCFD2*, the latter further contributes to anti-apoptotic or proliferative responses by modulating the expression of *DDIAS* and *MYBL1* (Fig. 5F).

## Methods

### Cell culture and siRNA transfection

Human ER-positive breast cancer MCF-7 cells and its 4-hydroxytamoxifen (OHT)-resistant OHTR cells were previously described^12,15^. Cell authentication was confirmed by STR profiling. Cells were transfected with siRNAs using Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions. siRNAs used in this study are listed in Supplementary Table S2.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

RNA was extracted from MCF-7 or OHTR cells using ISOGEN reagent (Nippon gene, Tokyo, Japan) according to the manufacturer’s protocol. For tumors generated from OHTR cells xenografted to nude mice, RNA extraction was performed using Sepasol-RNA I Super G (Nacalai Tesque, Kyoto, Japan). RNA was reverse-transcribed with SuperScript III reverse transcriptase (Thermo Fisher Scientific) or PrimeScript RT reagent Kit (Perfect Real Time) (Takara Bio, Shiga, Japan). qRT-PCR was performed on StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) using KAPA SYBR FAST qPCR Kit (KAPA Biosystems, Wilmington, MA, USA). mRNA expression level was evaluated by qRT-PCR and normalized to *GAPDH* mRNA level in each cell sample^12^. Primer pairs used in this study are listed in Supplementary Table S3.

### Western blotting

Whole cell lysates were prepared from MCF-7 or OHTR cells transfected with indicated siRNAs for 72 h. Western blotting using anti-PSPC1 (sc-374181, Santa Cruz Biotechnology, Dallas, TX, USA), β-Actin (A2228, Sigma-Aldrich, St. Louis, MO, USA), c-Myc (sc-789, Santa Cruz Biotechnology), and FLAG (F3165, Sigma-Aldrich) antibodies and subsequent detection were performed as previously described^12^.

### DNA assay

MCF-7 or OHTR cells were collected 1, 3, and 5 days after siRNA transfection. For quantification of cell proliferation, extracted DNAs were stained with 5 μg/mL of Hoechst 33258 Pentahydrate (bis-benzimide) (Thermo Fisher Scientific), and DNA contents were measured by 2030 ARVO X Multilabel Plate Reader (Perkin Elmer, Waltham, MA, USA)^12^.

### Cell cycle analysis

Flow cytometric analysis of cell cycle was performed as previously described^12^. Briefly, cells were harvested and fixed with 70% ethanol at − 30 °C overnight. Fixed cells were treated with RNase A and stained with 10 μg/mL propidium iodide (PI). These cells were analyzed using BD LSRFortessa (BD Biosciences, San Jose, CA). The percentage of cells in G0/G1-, S-, and G2/M-phases was evaluated using FlowJo software (BD Biosciences).

### Clinical samples and data

Clinical samples were obtained from 114 Japanese female ER-positive breast cancer patients who underwent surgical treatment between 2006 and 2013 at Toranomon Hospital (Tokyo, Japan). Patients’ ages ranged from 33 to 76 years, and none of the clinical samples received preoperative chemotherapy or targeted therapies. Treatment was carried out according to the National Comprehensive Cancer Network’s guidelines^35^. Staging was determined based on the TNM Classification of Malignant Tumors^36^. Follow-up duration ranged from 22 to 118 weeks, with an 86-week average.

### Immunohistological analysis

Immunohistochemical analyses were performed as previously described^37^. Briefly, 4-μm tissue sections were deparaffined with xylene, hydrated stepwise with ethanol, and then washed with TBS. Subsequently, the sections were heated in 10 mM sodium citrate buffer (pH 6.0) at 121 °C for 5 min for PSPC1 staining or 20 min for SCFD2 staining. Anti-PSPC1 (sc-374181, Santa Cruz Biotechnology) or SCFD2 antibody (HPA036526, Sigma-Aldrich) was applied to the sections at 1:100 dilution and incubated at 4 °C overnight. After washing with TBS, the sections were incubated with EnVision + HRP-labeled polymerase (Dako, Carpinteria, CA, USA) for 1 h at room temperature. DAB substrate kit (Vector Laboratories, Burlingame, CA, USA) was used for detection. For encapsulation, Permount (Thermo Fisher Scientific) was used. PSPC1 and SCFD2 immunoreactivities (IRs) were evaluated in the nucleus and the cytoplasm of carcinoma cells, respectively. Samples with > 1% and > 10% positive carcinoma cells were considered as tumors with strong IR of PSPC1 and SCFD2, respectively.

### Plasmid construction and transfection

To generate an expression vector encoding Myc-tagged PSPC1 (Myc-PSPC1), human PSPC1 cDNA lacking the first methionine was inserted into *Eco*RI-*Xho*I sites of mammalian expression plasmid pcDNA3.1(+) (Thermo Fisher Scientific), which was modified to generate the N-terminally Myc-tagged protein. An expression vector encoding FLAG-tagged human PSF (FLAG-PSF) was previously generated using pcDNA3 (Thermo Fisher Scientific)^38^. The transfection of these expression vectors and control vectors encoding only Myc- or FLAG-tag was performed 24 h after cell plating using FuGENE HD (Promega, Madison, WI, USA), according to the manufacturer’s protocols.

### Immunoprecipitation (IP) assay

MCF-7 and OHTR cells transfected with indicated plasmids were washed twice with PBS, and then harvested and lysed in IP buffer with the following formula: 50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1% Nonidet P-40, and Protease Inhibitor Cocktail (EDTA free) (Nacalai Tesque). Cell lysates were centrifuged at 14,000 rpm for 15 min at 4 °C and protein concentrations of the collected supernatants were determined using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For immunoprecipitation, 1 mg of lysates were mixed with Pierce Anti-c-Myc Agarose (Thermo Fisher Scientific) or ANTI-FLAG M2 Affinity Gel (Sigma-Aldrich) and rotated for 3 h at 4 °C. After antibody-conjugated beads were washed three times with IP buffer, precipitated proteins were eluted by 2** × **SDS sample buffer and analyzed by Western blotting.

### RNA-immunoprecipitation (RIP) assay

Cells were cross-linked with formaldehyde at a final concentration of 0.3% for 5 min and quenched by glycine at a final concentration of 36 mM for 5 min at room temperature. After washing with PBS, cells were scraped and resuspended in hypotonic buffer (10 mM HEPES pH7.9, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.6% NP-40, 1 mM DTT, 1 mM PMSF, and 3 μg/mL of aprotinin). Nuclear pellets were collected by the centrifugation at 4 °C, 15,000 rpm for 15 min, and then resuspended in RIP buffer (150 mM KCl, 25 mM Tris–HCl pH 7.4, 5 mM EDTA, and 0.5% NP-40) and lysed by 10 strokes with a 26G needle. Nuclear extracts were centrifuged at 15,000 rpm for 15 min at 4 °C, and the supernatants were mixed with anti-PSPC1 antibody or control mouse IgG and rotated overnight at 4 °C. PSPC1-RNA complexes were precipitated using Protein G Sepharose 4 Fast Flow (Cytiva, Marlborough, MA, USA), and bead-conjugated RNAs were eluted using Sepasol-RNA I Super G (Nacalai Tesque).

### Microarray and database analysis

To examine the gene expression of siRNA-treated MCF-7 cells, microarray analysis was performed using GeneChip Human Gene 1.0 ST Array (Thermo Fisher Scientific) according to the manufacturer’s protocol. Gene ontology (GO) analysis was performed using AmiGO2 database (http://amigo.geneontology.org/amigo). The Oncomine™ Platform (https://www.oncomine.org) was used to analyze gene expression in normal breast tissues, invasive ductal breast carcinoma (IDC), and invasive lobular breast carcinoma (ILC). For analyses of association between gene expression and relapse-free survival of ER-positive breast cancer patients, Kaplan–Meier Plotter software (https://www.kmplot.com) was used.

### Mice

BALB/cAJcI-nu/nu mice were purchased from CREA Japan (Tokyo, Japan). Animal care and experimental procedures were performed at animal facility of Tokyo Metropolitan Institute of Gerontology, and mice were maintained under a 12-h light–dark cycle (light on at 8:00 a.m.). All animal experiments were approved by the ethics committee of animal experiments at the Tokyo Metropolitan Institute of Gerontology (approval no. 18019) and performed in accordance with the animal experimental guidelines of the Tokyo Metropolitan Institute of Gerontology. This study complied with ARRIVE guidelines (https://arriveguidelines.org/).

### In vivo tumor formation and siRNA administration

OHTR cells (1** × **10^6^ cells) were mixed with the equal volume of Matrigel matrix (Corning, Corning, NY, USA) and injected subcutaneously into the side flank of 10-weeks-old BALB/cAJcI-nu/nu mice (CREA Japan, Tokyo, Japan). When the tumor volume reached 100 mm^3^, mice were divided randomly into two groups. siControl or si*SCFD2* #1 (5 μg each) was prepared with GeneSilencer Reagent (Genlantis, San Diego, CA, USA) and injected into the generated tumors twice a week. The tumor volumes were measured once a week as previously described^12^.

### Statistical analysis

Statistical analysis was performed using JMP version 9.0.0 (SAS Institute, Cary, NC, USA). Kaplan–Meier curves were generated using JMP, and *P* values were evaluated by log-rank test. For multiple comparisons, significance is assessed at *P* < 0.05 following Bonferroni correction. The correlation between PSPC1 or SCFD2 intensity scores and clinicopathological factors was evaluated by the Student’s *t*-test or Pearson’s chi-squared (χ^2^) test. Univariate and multivariate analyses were performed using a Cox proportional hazard model. For statistical analyses in studies using cultured breast cancer cells, *P*-values were evaluated by Student’s *t*-test or two-way ANOVA.

### Ethics statement

This study abided by the Declaration of Helsinki principles and was approved by the ethical committee of Toranomon Hospital (approval no. 845 and 1327) and Saitama Medical University International Medical Center institutional review board (approval no. 17-024).

## Supplementary Information

Supplementary Information.

## Data Availability

Microarray data are deposited in the Gene Expression Omnibus (GEO) database with the accession number GSE163553 and are available from the web link as below: [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse163553].

## Abbreviations

ANOVA: Analysis of variance
AR: Androgen receptor
BMI: Body mass index
DAB: 3,3′Diaminobenzidine
DBHS: *Drosophila* behavior human splicing
DDIAS: DNA damage induced apoptosis suppressor
DISC: Death-inducing signaling complex
DMEM: Dulbecco’s modified Eagle’s medium
EMT: Epithelial–mesenchymal transition
ER: Estrogen receptor
ESR1: Estrogen receptor 1
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GEO: Gene expression omnibus
GO: Gene ontology
HCC: Hepatocellular carcinoma
HER2: Human epidermal growth factor receptor 2
IDC: Invasive ductal breast carcinoma
IL-6: Interleukin-6
ILC: Invasive lobular breast carcinoma
IP: Immunoprecipitation
IR: Immunoreactivity
LVI: Lymphovascular infiltration
MYBL1: MYB proto-oncogene like 1
PBS: Phosphate-buffered saline
PR: Progesterone receptor
PSF: Polypyrimidine tract-binding protein-associated splicing factor
PSPC1: Paraspeckle component 1
qRT-PCR: Quantitative real-time polymerase chain reaction
RBP: RNA-binding protein
RIP: RNA-immunoprecipitation
SCFD2: Sec1 family domain-containing 2
SDS: Sodium dodecyl sulfate
STAT3: Signal transducer and activator of transcription 3
STR: Short tandem repeat
TBS: Tris-buffered saline
TCGA: The Cancer Genome Atlas
TRAIL: Tumor necrosis factor-related apoptosis-inducing ligand
4-OHT: 4-Hydroxytamoxifen

# Supplementary material for: PSPC1 is a potential prognostic marker for hormone-dependent breast cancer patients and modulates RNA processing of ESR1 and SCFD2
**Source:** Sci Rep. 2022 Jun 9;12:9495. doi: 10.1038/s41598-022-13601-7
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Information

PSPC1 is a potential prognostic marker for hormone-dependent breast cancer patients and modulates RNA processing of *ESR1* and *SCFD2*

Toshihiko Takeiwa, Kazuhiro Ikeda, Takashi Suzuki, Wataru Sato, Kaori Iino, Yuichi Mitobe, Hidetaka Kawabata, Kuniko Horie & Satoshi Inoue

Supplementary Table S1. GO analysis of TOP 150 genes whose expression was downregulated by SCFD2 knockdown.

Supplementary Table S2. siRNAs used in this study.

Supplementary Table S3. Primers used in qRT-PCR experiments.

Supplementary Figure S1. Knockdown of *PSPC1* and *PSF* markedly impaired the proliferation of ER-positive breast cancer cells compared with knockdown of *PSPC1* alone.

Supplementary Figure S2. Heatmaps of genes downregulated by SCFD2 knockdown in MCF-7 cells, related to Supplementary Table S1.

Supplementary Figure S3. Unprocessed original images of Western blots.

Supplementary Figure S4. Original flow cytometry data, related to Fig. 1G,H.

Supplementary Table S1.

GO analysis of TOP 150 genes whose expression was downregulated by SCFD2 knockdown.

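Most of the cell cycle genes listed in this table were lower on both siSCFD2 arrays. Of the 24 genes under cell cycle process, 22 had a mean log2 difference below 0, 20 were at least 1.5-fold lower with both siRNAs and none was higher with both. The lowest after *NEK7* was *CDC25A*, with a log2 signal of 9.22 with siControl, 7.21 with #A and 7.72 with #B. *NABP1*, a single-stranded DNA binding protein of DNA repair, differed from siControl by -1.19 with #A and -1.70 with #B, and the nucleoporin *NUP43* at -1.80 and -0.67. The condensin subunit *NCAPH* was at -1.35 and -0.76, *ORC3* of the origin recognition complex at -0.94 and -1.24, the checkpoint mediator *CLSPN* at -1.23 and -0.76, and the transcriptional repressor *E2F7* at -1.21 and -0.86. *ANLN*, which encodes the cytokinesis protein anillin, was at -2.18 with #A and -0.58 with #B, just short of 1.5-fold with #B. *XRCC2*, a RAD51 paralog, was likewise short of it with #B, at -1.46 and -0.55. The genes with a mean above 0 were *MYH9*, at 0.33 and 1.04, and *POGZ*, at 0.03 and 0.19.

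Under the ranking by mean difference, 16 of these 24 genes were among the 150 lowest. For the cell cycle term it was 18 of 27 genes and for the mitotic cell cycle term 13 of 19. Random lists matched on expression held 0.37, 0.39 and 0.30 such genes on average. The genes of the table were chosen on these same arrays, so neither their direction nor these counts are independent evidence. The counts depend on the ranking. With siSCFD2 #A alone they were 9, 10 and 7, with #B alone 6, 8 and 4, and with the genes ranked by limma's statistic 0, 0 and 0. Ranked by the weaker siRNA they were 14, 16 and 12, ranked by the mean linear ratio 18, 20 and 15, and within the 300 lowest genes 22, 25 and 18.

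**Figure D4:**
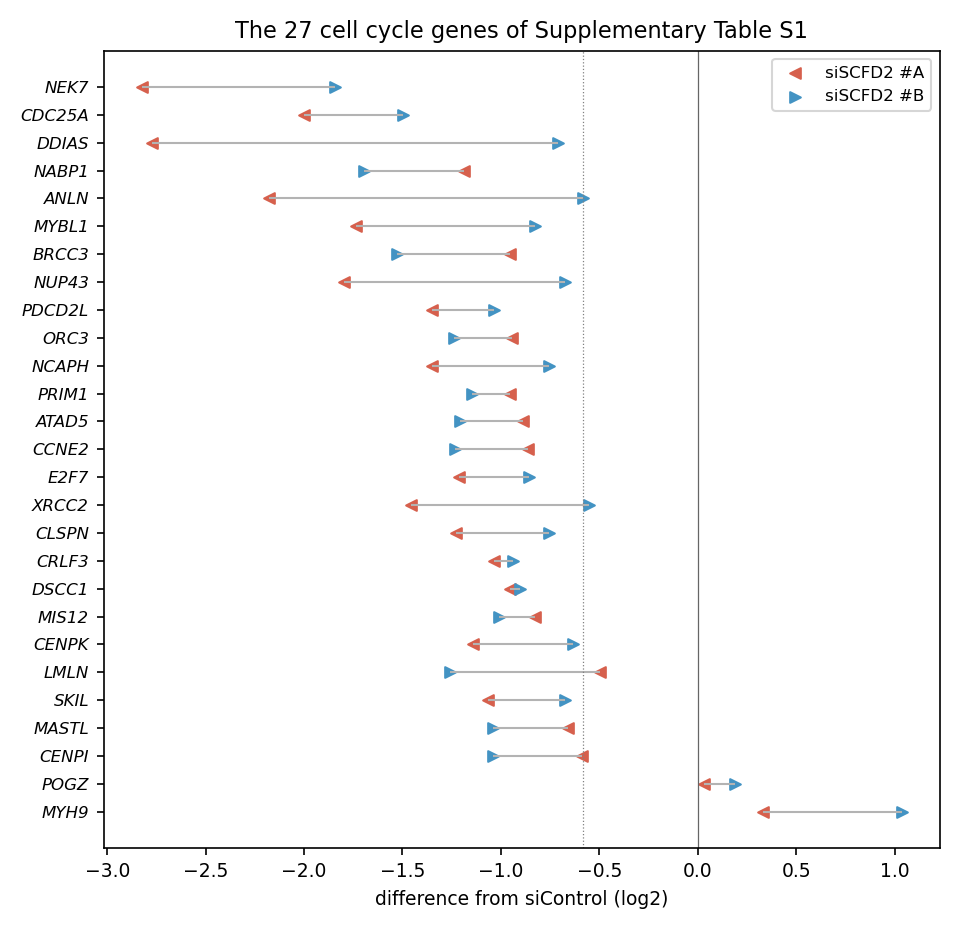
Log2 difference from siControl with siSCFD2 #A (red) and siSCFD2 #B (blue) for the 27 genes under the cell cycle term, ordered by their mean, with 1 array per condition. The dotted line marks a 1.5-fold lower signal. *NEK7* and *CDC25A* are lowest, and *POGZ* and *MYH9* lie above 0.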

Term	Count	P value	Genes
Cell cycle process	24	6.26E-3	<i>PRIM1, DSCC1, XRCC2, ORC3, CLSPN, CCNE2, CENPK, MIS12, NUP43, MYH9, CDC25A, NABP1, CENPI, E2F7, POGZ, ATAD5, NCAPH, ANLN, NEK7, CRLF3, SKIL, MYBL1, MASTL, **DDIAS**</i>
Cell cycle	27	1.78E-2	<i>PRIM1, PDCD2L, DSCC1, XRCC2, ORC3, CLSPN, CCNE2, CENPK, MIS12, NUP43, MYH9, CDC25A, NABP1, CENPI, E2F7, POGZ, ATAD5, NCAPH, ANLN, BRCC3, NEK7, CRLF3, LMLN, SKIL, MYBL1, MASTL, **DDIAS**</i>
Mitotic cell cycle	19	2.80E-2	<i>PRIM1, DSCC1, XRCC2, ORC3, CCNE2, CLSPN, CENPK, MIS12, NUP43, CDC25A, NABP1, CENPI, E2F7, POGZ, NCAPH, ANLN, CRLF3, **MYBL1, MASTL**</i>

Supplementary Table S2.

siRNAs used in this study.

siRNA		Sequence (5' to 3')
si <i>PSPC1</i> #1	Sense strand	GAGGCUCUUCGAACGCUAUGG
	Antisense strand	AUAGCGUUCGAAGAGCCUCUU
si <i>PSPC1</i> #2	Sense strand	GAGCUGCUAGAGCAAGCAUUU
	Antisense strand	AUGCUUGCUCUAGCAGCUCAU
si <i>SCFD2</i> #1	Sense strand	GAGCAUCCGCUAAGAAGAUAA
	Antisense strand	AUCUUCUUAGCGGAUGCUCAG
si <i>SCFD2</i> #2	Purchased from Thermo<br>Fischer Scientific	(Catalog number: s45714)
si <i>PSF</i> #1	Sense strand	GGCACGUUUGAGUACGAAUAU
	Antisense strand	AUUCGUACUCAAACGUGCCAU
si <i>PSF</i> #2	Purchased from Thermo<br>Fischer Scientific	(Catalog number: HSS109643)
siControl	Sense strand	GUACCGCACGUCAUUCGUAUC
	Antisense strand	UACGAAUGACGUGCGGUACGU

Supplementary Table S3.

Primers used in qRT-PCR experiments.

Gene name	Forward (5' to 3')	Reverse (5' to 3')
<i>GAPDH</i>	ggtggtctcctctgactcaaca	gtggtcggtgagggcaatg
<i>PSPC1</i>	gggcgagaagacgtacacg	aagcgaatccgtagaggtctg
<i>ESR1</i> mRNA	agacggaccaaagccacttg	ccccgtgatgtaatacttttg
<i>ESR1</i> intron	cctttgccttcagctaccag	gccataatcctctgggaaca
<i>SCFD2</i> mRNA	aaacacccacagactgcca	aacggacattgctgactccc
<i>SCFD2</i> intron	agccatgtttccagcatcca	acagagtccttggtactgga
<i>DDIAS</i>	agggtcagatgccagtaactct	agtgattgttaggtgcctgaga
<i>MYBL1</i>	aggcaagcagtgtagagaaaga	cgatttccaaccgcttatgt

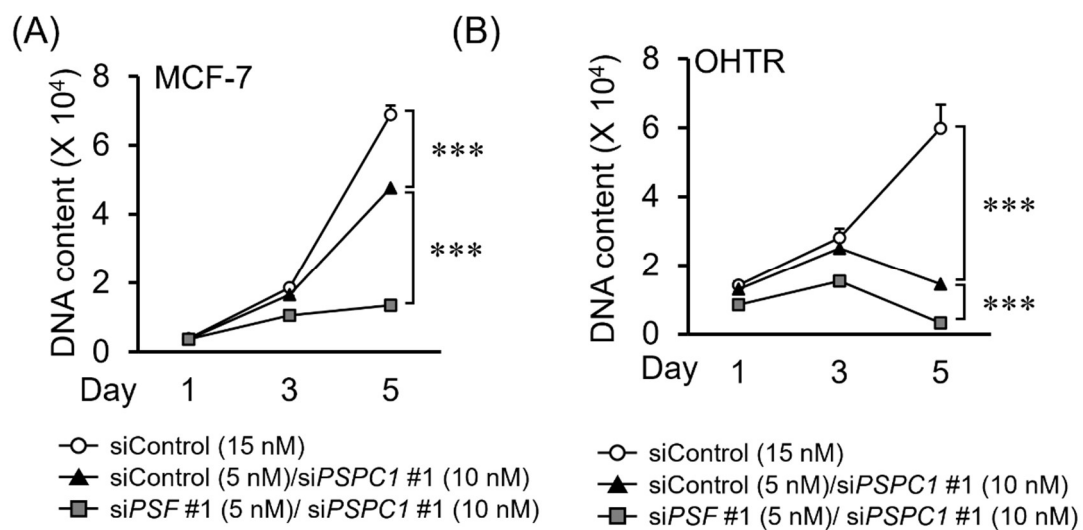

Supplementary Figure S1. Knockdown of *PSPC1* and *PSF* markedly impaired the proliferation of ER-positive breast cancer cells compared with knockdown of *PSPC1* alone. Proliferation of MCF-7 (A) and OHTR (B) cells treated with the indicated siRNAs at the indicated concentration was analyzed by DNA assay. Data are presented as mean value $\pm$ SEM ($n = 5$). ***, $P < 0.001$; Student's t -test.

Term: Cell cycle process

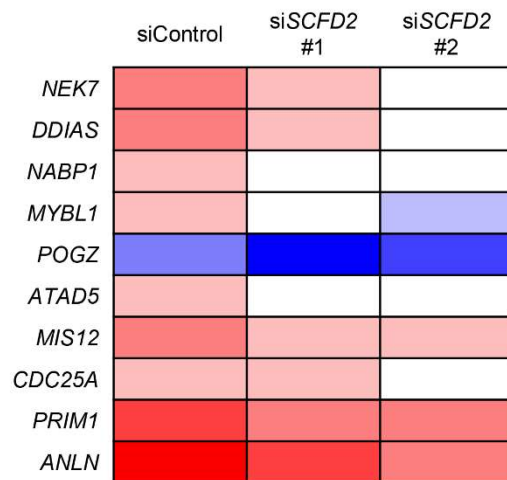

Term: Cell cycle

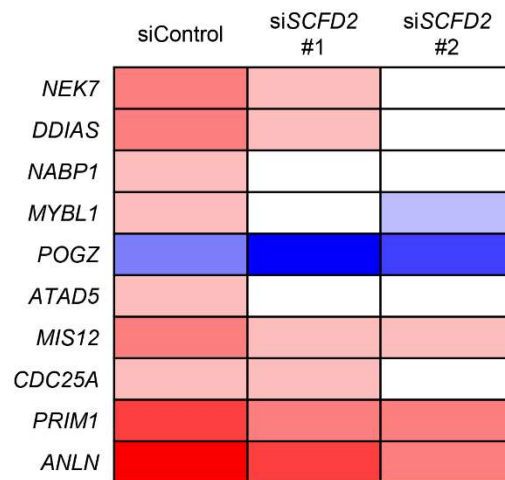

Term: Mitotic cell cycle

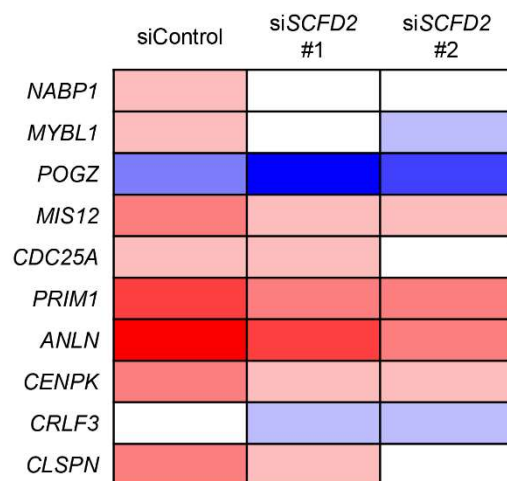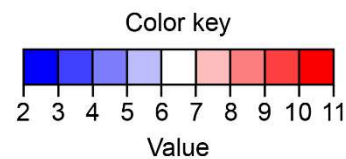

Supplementary Figure S2. Heatmaps of genes downregulated by SCFD2 knockdown in MCF-7 cells, related to Supplementary Table S1. The top 10 downregulated genes in each gene ontology (GO) term shown in Supplementary Table S1 are presented in heatmaps. Gene expression color key is shown in log₂ scale.

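The heatmaps draw 13 different genes over the 3 terms, and 11 of them were at least 1.5-fold lower with both siRNAs in the deposited values. *ATAD5*, which unloads the replication clamp, had log2 signals of 8.99 with siControl, 8.10 with #A and 7.78 with #B. The kinetochore genes *MIS12* and *CENPK* had siControl signals of 10.41 and 9.92. *MIS12* differed from siControl by -0.83 with #A and -1.01 with #B and *CENPK* by -1.14 and -0.63. *CRLF3* had a siControl signal of 7.82 and differences of -1.04 and -0.94. *POGZ* had 11.98 with siControl, 12.01 with #A and 12.17 with #B. Of the 24 cell cycle process genes, the 10 with the lowest mean difference were *NEK7*, *CDC25A*, *DDIAS*, *NABP1*, *ANLN*, *MYBL1*, *NUP43*, *ORC3*, *NCAPH* and *PRIM1*. Of these, 7 are among the 10 drawn for that term. There is 1 array per condition, so a heatmap column is a single array.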

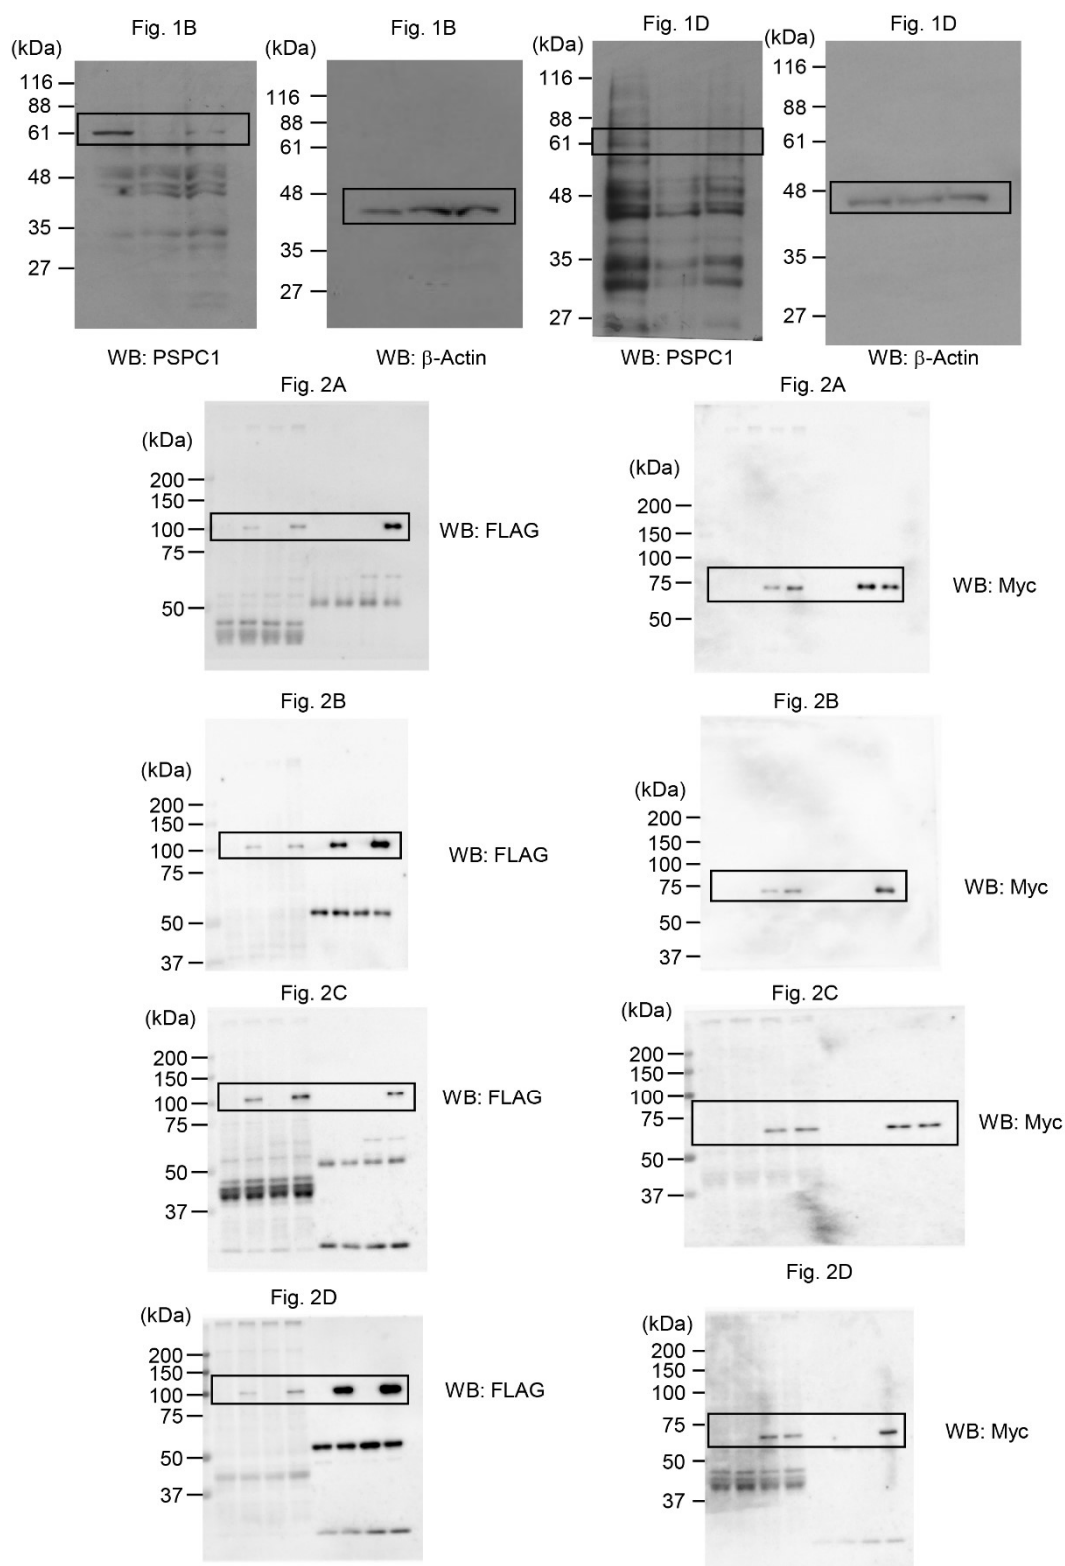

Supplementary Figure S3. Unprocessed original images of Western blots.

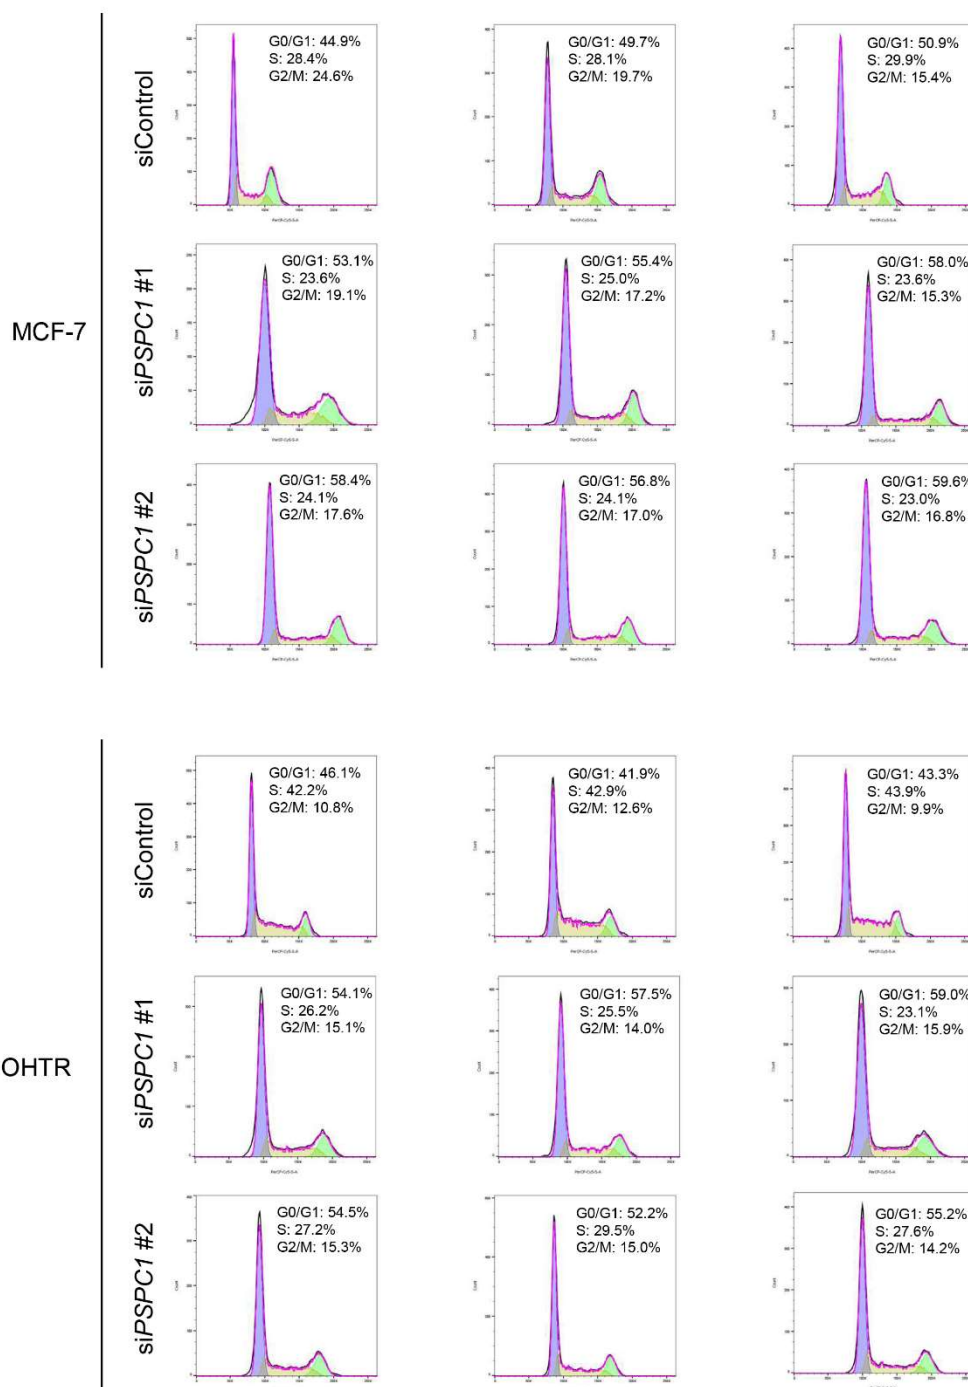

Supplementary Figure S4. Original flow cytometry data, related to Fig. 1G,H. Propidium iodide (PI) histograms obtained from flow cytometric analysis of MCF-7 and OHTR cells transfected with indicated siRNAs. The proportion of cells in the G0/G1 phase (blue area), S phase (yellow area), and G2/M phase (green area) of the cell cycle was quantified by FlowJo software.

How the deposited data were processed for this re-analysis (not part of the article)

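Transcript levels were measured in MCF-7 cells, an established ER-positive breast cancer line, on 3 one-colour Affymetrix whole-transcript arrays. There was 1 array for cells transfected with siControl, 1 for siSCFD2 #A and 1 for siSCFD2 #B, with 48 h of treatment according to the labels. The arrays were grouped by these labels alone. Which of #A and #B corresponds to siSCFD2 #1 and #2 of the paper is not given in the sources used here.

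The authors deposited 1 table of log2 signals for 24351 probe sets on the 3 arrays. RNA was converted to biotin-labelled sense cDNA with a whole-transcript kit. The software, background correction, summarization and normalization behind the deposited log2 values are not given in the sources used here. The highest values on the siControl, #A and #B arrays were 17.7, 17.8 and 18.02, with 322, 351 and 348 probe sets above 16, the log2 limit of a 16-bit scan, so the signals had been rescaled. All 23 background control probe sets held identical values on the 3 arrays, as did 2232 probe sets in all. The hybridization controls were brighter on the siSCFD2 arrays. The differences of *bioC*, *bioD* and *cre* from siControl were 0.43, 0.55 and 0.50 with #A and 0.33, 0.38 and 0.35 with #B. Pearson's r between arrays across genes, which are not independent replicates, was 0.993 for siControl with #A, 0.994 for siControl with #B and 0.992 for #A with #B. The array design named in the methods, GeneChip Human Gene 1.0 ST, is not the one the probe set identifiers belong to, and gene names were taken from the platform annotation of the deposited table.

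From these values, probe sets with exactly 1 gene symbol were kept (17709), and of 20 genes with more than 1 probe set the one with the highest mean was used, which left 17687 genes. Symbols were checked against current gene IDs and none changed. The values were used as deposited, with no further normalization and no filter on level. No genome build is named in the table, so no coordinates are given. For each gene the log2 difference of each siSCFD2 array from the siControl array was computed, and a gene counted as lower or higher when it was at least 1.5-fold changed in the same direction with both siRNAs. No replicate test was possible because each condition has 1 array, and limma with both siRNAs as 1 group was run as an alternative. The number of arrays, 3, limits the precision of every value, and signal near background limits that of dim genes.

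Before the data were examined, 17 gene lists were fixed from general knowledge of MCF-7 cells, the cell cycle, apoptosis, DNA repair, vesicle transport and other cell types, beside the 3 lists of Supplementary Table S1 and the genes that the paper names. The last had a median mean difference of 0.01 over 16 measured genes. Each list's median was set against 10000 random lists of the same size, matched in 20 bins of mean expression. The genes named in the text were chosen by a rule written beforehand. They are the genes the paper names and those of Table S1, the 10 lowest and 10 highest mean differences among genes changed alike with both siRNAs and with a highest signal at or above the median level of 6.92, up to 4 changed members of each gene list or, where none changed, the 2 with the largest mean difference, and the 5 genes with the largest difference between #A and #B in each direction. Genes without an official symbol were skipped among the lowest, the highest and those that differ between #A and #B. The colours of the genes in Supplementary Fig. S2 had been seen when that rule was written. Where another gene is named, the text says so. The list of FOXO target genes was added after the genes with the highest differences had been seen.

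Both contrasts use the same siControl array. They were therefore compared with 100 simulated sets of 3 arrays that differed only by noise, whose SD at each expression level was that of the #A minus #B difference divided by the square root of 2, drawn by resampling and from a normal distribution. In these the correlation of the contrasts across genes averaged 0.499 with resampled noise, against 0.374 observed, and the covariance 0.0865, against 0.0514 observed. Noise of equal size on the 3 arrays fixes that correlation near 0.5, so the simulated correlation does not depend on these data. That noise estimate also holds whatever differs between the siRNAs, so it overstates the noise of the siSCFD2 arrays. Lists drawn independently of each other would share 65.2 genes lower and 31.8 genes higher. With the shared siControl array, resampled noise alone gave 440.8 lower and 437.7 higher on average, against 287 and 220 observed.

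The procedure was tested on simulated data for both siRNAs against siControl with 17687 genes. All of 50 genes lowered by 2 on the log2 scale were called with resampled noise, and 78.0% of those lowered by 1. Of 17487 unchanged genes, 926 (5.30%) were called. The simulated noise also holds whatever differs between the siRNAs, so that share is not the rate of false calls on the real arrays. There, 287 genes were called lower and 220 higher. A single call is still weak evidence, as it rests on 1 array per condition.

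The alternatives were median centring, quantile and cyclic loess normalization, filters on level, the mean of a gene's probe sets, each siRNA alone, other fold thresholds and rankings, unmatched random lists, the mean of a list, and limma with the siRNAs as 2 samples of 1 group, and gene lists without the Table S1 genes, added after the data were seen. The limma fit has 1 residual degree of freedom and assumes that the siControl array varies like the others. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The gene ontology analysis was not repeated. The qRT-PCR, xenograft, survival and immunohistochemistry data were not analysed here.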

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

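For the patterns weighed here, the tests of siControl noise, the random-list tests, the test against SCFD2 loss and the G2/M test after cyclic loess were chosen after the values or the lists' medians had been seen. The cyclic loess tests of the S phase and p53 lists were set before those results were seen.

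The first pattern is that 287 genes were lower and 220 higher with both siRNAs, of which the paper does not discuss the higher ones. Simulated arrays that differed only by resampled noise gave more, on average 440.8 lower and 437.7 higher. Their noise estimate also holds whatever differs between the siRNAs. The prediction from noise of the single siControl array was no more genes apart from both other arrays for siControl than for an siSCFD2 array. It holds only if noise was of equal size on every array, since a noisier siControl array would place more genes apart there. Counted in this way, 507 genes stood apart on the siControl array, 953 on #A and 794 on #B. The ratio of the siControl count to the higher of the others was 0.53. The counts for #A and #B also hold effects of each siRNA alone, which lower this ratio whether or not the 507 genes are noise. The ratio therefore does not tell noise of the siControl array from changes through SCFD2. For *SCFD2* itself the rank of 1 by mean difference, which the siRNAs predict, argues against the noise explanation. It does not exclude it, as there is a single siControl array and *BASP1* and *NEK7* were nearly as low. How many of the other genes changed through SCFD2 stays open.

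The second pattern is the lower level of the S phase and G2/M lists with both siRNAs. A trend with signal level between arrays would vanish under cyclic loess normalization, but the medians were then -0.43 for S phase and -0.36 for G2/M. Noise independent from gene to gene is argued against by the random lists, of which 0 of 10000 had a median as low as the S phase list and 0 as low as the G2/M list. The state of the siControl culture, such as a larger share of cycling cells in it, cannot be told apart from an effect of SCFD2 loss, because there was 1 siControl array. Slower cycling after SCFD2 knockdown stays open as the biological explanation and was not tested further.

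The third pattern is that p53 target genes differed between the siRNAs, with a median over 23 measured genes of -0.01 with #A and 0.54 with #B, a median #B minus #A difference of 0.68, and *CDKN1A*, which encodes the cell cycle inhibitor p21, was at -0.30 with #A and 2.86 with #B. Of the 23 genes, 19 were higher with #B than with #A, 2 were lower and 2 were equal, while the 2 genes at least 1.5-fold higher with both siRNAs were *TP53INP1*, at 2.83 with #A and 2.22 with #B, and *SESN1*, at 0.94 and 1.09. Of 10000 matched random lists, 0 had as high a difference, which argues against noise from gene to gene on the #B array, and after cyclic loess the difference was 0.62, which argues against a trend with level. A rise in proportion to SCFD2 loss would put the list at least as high with #A, where *SCFD2* was lower, yet the #A minus #B median was -0.68. A sequence-specific effect of siSCFD2 #B, or the state of a single culture, stays open and was not tested.

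The siRNAs also differed for other groups, in comparisons of 22 gene lists. The cholesterol biosynthesis list had medians of -0.11 with #A and 0.24 with #B over 20 genes, with a #B minus #A median of 0.57 that 0 of 10000 random lists reached. For 22 genes of the unfolded protein response the medians were -0.15 and 0.09, with a #B minus #A median of 0.28 that 60 of 10000 random lists reached. For 28 estrogen-induced genes they were -0.23 and 0.07, with a #B minus #A median of 0.20 that 171 random lists reached. In these lists the medians with #A and #B lie on either side of 0. Of the other lists not taken from Table S1, S phase genes had a #B minus #A median of 0.21, with 120 random lists as high. G2/M genes, at -0.16, interferon response genes, at -0.14, and FOXO target genes, at -0.11, were lower with #B than with #A, with 1, 22 and 197 random lists as low. Among the named genes, 4 were at least 1.5-fold changed in opposite directions, a difference that was not tested. *PGR*, the progesterone receptor gene, was at -0.89 with #A and 1.86 with #B, *AP1S1* at -1.98 and 0.94, *KAT2B* at 1.10 and -1.72, and *UTRN* at 1.23 and -1.02. Over all genes, 58 were lower with #A and higher with #B, and 16 the reverse.

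Outside the genes the paper discusses, the highest mean differences among genes higher with both siRNAs were 3.43 for *CLDN1*, a tight junction claudin, 2.53 for *TP53INP1*, 2.47 for *PNRC1*, 2.46 for *TIMP3*, an inhibitor of metalloproteinases, 2.23 for *ZDHHC20*, 2.16 for *EDN1*, which encodes endothelin, 2.15 for *IGFBP5*, 1.90 for *ID3*, 1.89 for *RALGPS2* and 1.84 for *TGFBI*. For some gene lists at most 250 of 10000 random lists had a median as high, a limit set after the lists' medians had been seen. The median of the mean difference was 0.16 for p53 target genes, with 9 of 10000 random lists as high, and the #A median given above was not above 0. The mean of the p53 list was 0.39, and its median was 0.35 over genes at or above the median level and 0.12 at or above the 75th percentile. For 17 luminal breast epithelial markers the median of the mean difference was 0.21, with 21 random lists as high. Their medians were 0.12 with #A and 0.18 with #B, with 284 and 252 as high, but the mean of the list was 0.09 and 7 genes were below 0. For 14 immune cell markers it was 0.17, with 42 as high, but 0.13 with #A and 0.05 with #B, with 374 and 708 as high, and too few of these genes reached the median level to give a value there. For 29 genes of the interferon response it was 0.09, with 130 as high, but 0.14 with #A, with 52 as high, and 0.00 with #B, with 9686 as high, and it was 0.37 over the genes at or above the median level.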

How the results depend on the processing

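The alternatives without Table S1 genes and without genes of identical values were chosen after seeing the data. Median centring, quantile normalization, cyclic loess normalization and the mean of probe sets left the counts of lower and higher genes, of Table S1 genes and of genes apart on each array within 1.5 times their values. Leaving out genes with identical values cannot change these counts, as such genes differ on no array, and without Table S1 genes the S phase median was -0.44. Higher genes were 43.4% of those changed alike and 52.6% after quantile normalization. With only genes at or above the median level, the correlation of the contrasts was 0.355. At or above the 75th percentile, where *SCFD2* and *MYBL1* were too dim to be kept and lists left with under 3 genes gave no value, 125 genes were lower and 111 higher, 85 genes were shared with the 150, the correlation was 0.347, and 236, 421 and 411 genes were apart on the siControl, #A and #B arrays. These counts are smaller because fewer genes were considered. With #A alone, 1209 genes were lower and 760 higher, the Table S1 counts were 9, 10 and 7, and 78 genes were shared with the 150. With #B alone, 954 were lower and 741 higher, the Table S1 counts were 6, 8 and 4, 64 genes were shared, and the S phase median was -0.33. A single siRNA has 1 criterion in place of 2, which enlarges these gene counts by construction. At 2-fold, 30 genes were lower and 41 higher, and at 1.3-fold, 796 and 621. By limma, 0 genes were lower and 0 higher at an adjusted p under 0.05, with the smallest adjusted p at 0.171, and 931 and 1099 at an unadjusted p under 0.05. In simulated arrays limma called, at that adjusted p, 0 changed genes with resampled noise and 45 of 50 genes lowered by 2 with normal noise. Ranked by the weaker siRNA, 84 of the 150 were shared, and ranked by limma's statistic, 4, with Table S1 counts of 0, 0 and 0. For the correlations and rankings the cause was not tested. Limma's statistic, however, weighs each mean difference against a spread estimated from the gap between #A and #B. For 3279 genes the values of #A and #B were identical. Its ranking therefore rewards agreement of the siRNAs and is not one by size of change alone. The S phase median ranged from -0.51 to -0.33 and the G2/M median from -0.49 to -0.26 over 11 alternatives each. Of 732 values of named genes under the alternatives, 696 stayed within the SD of the siRNAs, 36 moved by more and 0 of the called genes changed sign. A single siRNA always lies within that SD of the mean, so those comparisons decide nothing. Nor do the filters on level, which leave a gene's difference unchanged. The mean of probe sets can change only the 20 genes with more than 1 probe set. The 696 therefore include many values that could not move, and only the other normalizations put most named genes to a test. Of 216 list medians, 32 moved by more than that SD. No paired analysis was possible because each condition has 1 array.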

Differences from the paper's values

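For *POGZ*, Supplementary Fig. S2 of the paper shows a mean log2 difference of both siRNAs from siControl of about -1.5, read by eye from colour classes 1 log2 unit wide, and the deposited values gave 0.11. Every alternative set before the data were examined still differed, at 0.12 with median centring, 0.13 with quantile normalization, 0.15 with cyclic loess, 0.11 with each filter on level and with the mean of probe sets, 0.03 with #A alone and 0.19 with #B alone.

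For *CDC25A*, Supplementary Fig. S2 shows about -0.5, read by eye, and the deposited values gave -1.75. With #B alone the value was -1.50, within the width of a colour class of the paper's. The other alternatives that kept the gene still differed, at -1.74 with median centring and cyclic loess, -1.69 with quantile normalization, -1.75 with the median level filter and the mean of probe sets and -2.0 with #A alone. The filter at the 75th percentile left the gene out.

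Supplementary Table S1 lists its genes as downregulated and among the 150 most repressed. Of the 24 genes under cell cycle process, 22 had a mean difference below 0, and 16 were among the 150 lowest here. *MYH9* was above the siControl level, at 0.33 with #A and 1.04 with #B, and *POGZ* was at 0.03 and 0.19. The paper's counts for its 3 terms are 24, 27 and 19, and those here were 16, 18 and 13. The paper's text names no threshold or ranking rule for the 150, and no setting that was run reached its counts. The nearest was a list of the 300 lowest genes, with 22, 25 and 18, and within 150 genes a ranking by the mean linear ratio, with 18, 20 and 15.

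The siControl signals of the 13 genes in Supplementary Fig. S2 were on another level than the deposited values. Of these, 0 fell within the colour class drawn. The deposited value was above the middle of the class by 1.32 to 2.73 for 12 genes and by 7.48 for *POGZ*. The offset differs from gene to gene by more than the width of a class, so a constant shift on the log2 scale does not bring them together, and other changes of scale were not tested. Of the 10 cell cycle process genes with the lowest mean difference here, 7 are among the 10 drawn as most downregulated for that term.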

Other observations

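The FOXO list was written after the genes with the highest differences had been seen, and left out those among them.

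Single members of several gene lists were at least 1.5-fold changed with both siRNAs. *CITED2*, a transcriptional coregulator, was at 1.12 with #A and 1.02 with #B, and *ERBB3*, a receptor of the EGFR family, at 0.78 and 1.14. *EIF4EBP1*, which represses cap-dependent translation, was at 0.77 and 0.93. *TM7SF2* and *MVK*, enzymes of cholesterol synthesis, were at 1.24 and 2.02 and at 0.79 and 0.71, and no other measured gene of that list was 1.5-fold changed alike with both siRNAs. *MANF*, a chaperone-associated factor of the endoplasmic reticulum, was at -1.57 and -0.82. *RAB31*, among the estrogen-induced genes, was at 0.93 and 1.05, and *CELSR2* and *PDZK1* were at -0.84 and -0.73 with each siRNA, with the same signal on both siSCFD2 arrays.

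The genes of SCFD2's own family and of the paraspeckle proteins that the paper studies went both ways. Over 23 genes of the Sec1/Munc18 family and of tethering and SNARE proteins between the endoplasmic reticulum and the Golgi, the median mean difference was -0.08 and no gene changed alike with both siRNAs. The largest was *VPS33A*, at -0.11 with #A and -1.68 with #B. Over 7 measured genes of the DBHS family and paraspeckles the median was 0.01, with 3 below and 4 above 0. *PSPC1* was at 0.50 with #A and 1.17 with #B, and *NONO* at 0.32 and -1.33. *SFPQ*, which encodes PSF, was at -0.03 and 0.06, and *ESR1* at -0.47 and 0.15. The medians of markers were 0.08 for 6 basal epithelial genes, 0.00 for 17 mesenchymal and fibroblast genes and 0.14 for 11 housekeeping genes.

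A hypothesis drawn from the highest genes is that targets of FOXO transcription factors, which act in quiescence and under low growth factor signalling, were higher together after SCFD2 knockdown. Of 10000 matched random lists, 0 had a median as high as that of 27 measured FOXO target genes, 0.47. The medians were 0.38 with #A and 0.23 with #B, and the alternatives ranged from 0.23 to 0.53. The list's members had not been looked up when it was written, although some of them, such as *BCL2L11*, also stand in the p53 or pro-apoptotic lists. Of the 27 genes, 6 were at least 1.5-fold higher with both siRNAs and none was lower. The result is consistent with the hypothesis on these 3 arrays, but it was found and tested on the same data and shares the single siControl array, so a difference of that culture could produce it too.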
